# Genome Sequencing of the Perciform Fish *Larimichthys crocea* Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation

**DOI:** 10.1371/journal.pgen.1005118

**Published:** 2015-04-02

**Authors:** Jingqun Ao, Yinnan Mu, Li-Xin Xiang, DingDing Fan, MingJi Feng, Shicui Zhang, Qiong Shi, Lv-Yun Zhu, Ting Li, Yang Ding, Li Nie, Qiuhua Li, Wei-ren Dong, Liang Jiang, Bing Sun, XinHui Zhang, Mingyu Li, Hai-Qi Zhang, ShangBo Xie, YaBing Zhu, XuanTing Jiang, Xianhui Wang, Pengfei Mu, Wei Chen, Zhen Yue, Zhuo Wang, Jun Wang, Jian-Zhong Shao, Xinhua Chen

## Abstract

The large yellow croaker *Larimichthys crocea* (*L*. *crocea*) is one of the most economically important marine fish in China and East Asian countries. It also exhibits peculiar behavioral and physiological characteristics, especially sensitive to various environmental stresses, such as hypoxia and air exposure. These traits may render *L*. *crocea* a good model for investigating the response mechanisms to environmental stress. To understand the molecular and genetic mechanisms underlying the adaptation and response of *L*. *crocea* to environmental stress, we sequenced and assembled the genome of *L*. *crocea* using a bacterial artificial chromosome and whole-genome shotgun hierarchical strategy. The final genome assembly was 679 Mb, with a contig N50 of 63.11 kb and a scaffold N50 of 1.03 Mb, containing 25,401 protein-coding genes. Gene families underlying adaptive behaviours, such as vision-related crystallins, olfactory receptors, and auditory sense-related genes, were significantly expanded in the genome of *L*. *crocea* relative to those of other vertebrates. Transcriptome analyses of the hypoxia-exposed *L*. *crocea* brain revealed new aspects of neuro-endocrine-immune/metabolism regulatory networks that may help the fish to avoid cerebral inflammatory injury and maintain energy balance under hypoxia. Proteomics data demonstrate that skin mucus of the air-exposed *L*. *crocea* had a complex composition, with an unexpectedly high number of proteins (3,209), suggesting its multiple protective mechanisms involved in antioxidant functions, oxygen transport, immune defence, and osmotic and ionic regulation. Our results reveal the molecular and genetic basis of fish adaptation and response to hypoxia and air exposure. The data generated by this study will provide valuable resources for the genetic improvement of stress resistance and yield potential in *L*. *crocea*.

## Author Summary

*L*. *crocea* is a temperate-water migratory fish that belongs to the order Perciformes and the family Sciaenidae. In China, the annual yield from *L*. *crocea* aquaculture exceeds that of any other net-cage-farmed marine fish species. *L*. *crocea* also exhibits peculiar behavioral and physiological characteristics and is especially sensitive to various environmental stresses. To understand the molecular and genetic mechanisms underlying the adaptation and response of *L*. *crocea* to environmental stress, we sequenced and assembled the genome of *L*. *crocea*. Further genomic analyses showed the significant expansion of several gene families, such as vision-related crystallins, olfactory receptors, and auditory sense-related genes, and provided a genetic basis for the peculiar physiological characteristics of *L*. *crocea*. Transcriptome analyses of the hypoxia-exposed *L*. *crocea* brain revealed new aspects of neuro-endocrine-immune/metabolism regulatory networks that may help the fish to avoid cerebral inflammatory injury and maintain energy balance under hypoxia. Proteomics data demonstrate that skin mucus of the air-exposed *L*. *crocea* had a complex composition, suggesting its multiple protective mechanisms involved in antioxidant functions, oxygen transport, immune defence, and osmotic and ionic regulation. These findings provide novel insights into the mechanisms of fish stress adaptation.

## Introduction

Teleost fish, nearly half of all living vertebrates, display an amazing level of diversity in body forms, behaviors, physiologies, and environments that they occupy. Strategies for coping with diverse environmental stresses have evolved in different teleost species. Therefore, teleost fish are considered to be good models for investigating the adaptation and response to many natural and anthropogenic environmental stressors [1–3]. Recent genome-sequencing projects in several fish have provided insights into the molecular and genetic mechanisms underlying their responses to some environmental stressors [4–6]. However, to better clarify the conserved and differentiated features of the adaptive response to specific stresses and to trace the evolutionary process of environmental adaptation and response in teleost fish, insight from more teleost species with different evolutionary positions, such as Perciformes, is required. Perciformes are by far the largest and most diverse order of vertebrates, and thus offer a large number of models of adaptation and response to various environmental stresses.

The large yellow croaker, *Larimichthys crocea* (*L*. *crocea*), is a temperate-water migratory fish that belongs to the order Perciformes and the family Sciaenidae. It is mainly distributed in the southern Yellow Sea, the East China Sea, and the northern South China Sea [7]. *L*. *crocea* is one of the most economically important marine fish in China and East Asian countries due to its rich nutrients and trace elements, especially selenium [7, 8]. In China, the annual yield from *L*. *crocea* aquaculture exceeds that of any other net-cage-farmed marine fish species [9,10]. Recently, the basic studies on genetic improvement for growth and disease resistance traits of *L*. *crocea* are increasingly performed for farming purpose [10–13]. *L*. *crocea* also exhibits peculiar behavioral and physiological characteristics, such as loud sound production, high sensitivity to sound, and well-developed photosensitive and olfactory systems [8,14]. Most importantly, *L*. *crocea* is especially sensitive to various environmental stresses, such as hypoxia and air exposure. For example, the response of its brain to hypoxia is quick and robust, and a large amount of mucus is secreted from its skin when it is exposed to air [8,15], although *L*. *crocea* is not exposed to these stress conditions in nature or with standard aquaculture practices. These traits may render *L*. *crocea* a good model for investigating the response mechanisms to environmental stress. Several studies have reported transcriptomic and proteomic responses of *L*. *crocea* to pathogenic infections or immune stimuli [13,16,17]. The effect of hypoxia on the blood physiology of *L*. *crocea* has been evaluated [15]. However, little is known about the molecular response mechanisms of *L*. *crocea* against environmental stress.

To understand the molecular and genetic mechanisms underlying the responses of *L*. *crocea* to environmental stress, we sequenced its whole genome. Furthermore, we sequenced the transcriptome of the hypoxia-exposed *L*. *crocea* brain and profiled the proteome of its skin mucus under exposure to air. Our results revealed the molecular and genetic basis of fish adaptation and response to hypoxia and air exposure.

## Results

### Genome features

We applied a bacterial artificial chromosome (BAC) and whole-genome shotgun (WGS) hierarchical assembly strategy for the *L*. *crocea* genome to overcome the high levels of genome heterozygosity (Table 1 and S1–S2 Fig). The 42,528 BACs were sequenced by the HiSeq 2000 platform and each BAC was assembled by SOAPdenovo [18] (S1 Table). The total length of all combined BACs was 3,006 megabases (Mb), which corresponded to approximately 4.3-fold genome coverage (S2–S3 Tables). All BAC assemblies were then merged into super-contigs and oriented to super-scaffolds with large mate-paired libraries (2–40 kb). Gap filling was made with reads from short insert-sized libraries (170–500 bp) (S3–S4 Tables). In total, we sequenced 563-fold coverage bases of the estimated 691 Mb genome size. The final assembly was 679 Mb, with a contig N50 of 63.11 kb and a scaffold N50 of 1.03 Mb (Table 1). The 672 longest scaffolds (11.2% of all scaffolds) covered more than 90% of the assembly (S5 Table). To assess the completeness of the *L*. *crocea* assembly, 52-fold coverage paired-end high-quality reads were aligned against the assembly (S3 Fig). More than 95.63% of the generated reads could be mapped to the assembly by Burrows-Wheeler Aligner and 98.99% of assembled sequences could be covered by at least 5 reads. Furthermore, the integrity of the assembly was validated by the successful mapping of 95.80% of 18,184 transcripts (greater than 1000 bp) with an identity cutoff of 80% (S6 Table). These results indicate that the genome assembly of *L*. *crocea* has high coverage and is of high quality (S7 Table).

**Table 1:** Summary of the *Larimichthys crocea* genome

Sequencing	Insert Size (bp)	Total Data (Gbp)	Coverage (×)
**BAC**	120 k	324.73	469.94
**WGS**	170–500	36.22	52.42
	2 k–40 k	34.26	49.58
**Assembly**	**N50 (bp)**	**Longest (kbp)**	**Size (Mbp)**
**Contig**	63.11 k	716.89	661.33
**Scaffold**	1.03 M	4,914.79	678.96
**Annotation**	**Number**	**Total Length (Mbp)**	**Percentage Of Genome (%)**
**Repeat**	1,454,906	122.92	18.10
**Gene**	25,401	350.95	51.69
**Exon**	251,617	44.86	6.61

BAC = bacterial artificial chromosome; WGS = whole genome shotgun.

The repetitive elements comprise 18.1% of the *L*.*crocea* genome (S8 Table), which is a relatively low percentage when compared with other fish species, such as *Danio rerio* (52.2%), *Gadus morhua* (25.4%), and *Gasterosteus aculeatus* (25.2%). This suggests that *L*. *crocea* may have a more compact genome (S9–S10 Tables). We identified 25,401 protein-coding genes based on *ab initio* gene prediction and evidence-based searches from the reference proteomes of six other teleost fish and humans (S4 Fig and S11 Table), in which 24,941 genes (98.20% of the whole gene set) were supported by homology or RNAseq evidence (S5 Fig). Over 97.35% of the inferred proteins matched entries in the InterPro, SWISS-PROT, KEGG or TrEMBL database (S12 Table).

### Phylogenetic relationships and genomic comparison

The phylogenetic relationships of *L*. *crocea* to seven other sequenced teleost species were estimated based on 2,257 one-to-one high-quality orthologues, using the maximum likelihood method. According to the phylogeny and the fossil record of teleosts, we dated the divergence of *L*. *crocea* from the other teleost species to approximately 64.7 million years ago (Fig. 1A). We also detected 19,283 orthologous gene families (S3 Table), of which 14,698 families were found in *L*. *crocea*. The gene components of *L*. *crocea* were similar to those of *D*. *rerio* (Fig. 1B). The gene contents in four representative teleost species and *L*. *crocea* genomes were also analysed, and 11,205 (76.23%) gene families were found to be shared by five teleosts (Fig. 1C). We confirmed that the one-to-one orthologous genes of *G*. *aculeatus* and *L*. *crocea* have higher sequence identities from the distribution of the percent identity of proteins (Fig. 1D), which indicates that Sciaenidae has a closer affinity to Gasterosteiformes and coincides with our genome-level phylogeny position.

**Fig 1:**
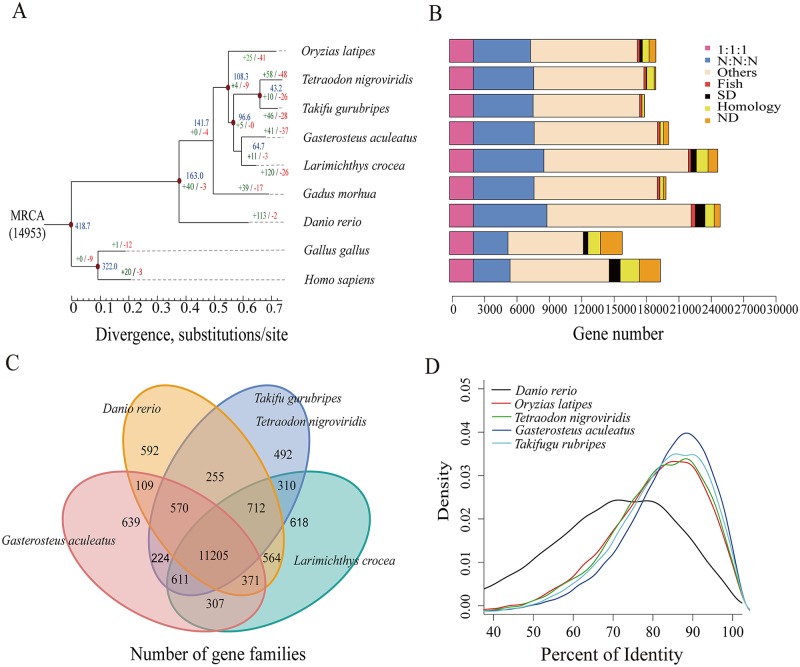
Phylogenetic tree of and orthologous genes in *L*. *crocea* and other vertebrates. (**A**) The phylogenetic tree was constructed from 2,257 single-copy genes with 3.18 M reliable sites by maximum likelihood methods. The red points on six of the internal nodes indicate fossil calibration times in the analysis. Blue numbers indicate the divergence time (Myr, million years ago), and the green and red numbers represent the expanded and extracted gene families, respectively, in *L*. *crocea*. (**B**) The different types of orthologous relationships are shown. “1:1:1” = universal single-copy genes; “N:N:N” = orthologues exist in all genomes; “Fish” = fish-specific genes; “SD” = genes that have undergone species-specific duplication; “Homology” = genes with an e-value less than 1e-5 by BLAST but do not cluster to a gene family; “ND” = species-specific genes; and “Others” = orthologues that do not fit into the other categories. (**C**) The shared and unique gene families in five teleost fish are shown in the Venn diagram. (**D**) Distribution of the identity values of orthologous genes is compared among *L*. *crocea* and other teleosts.

Furthermore, 121 significantly expanded and 27 contracted gene families (*P* < 0.01) were identified by comparing the family size of *L*. *crocea* with that of the other vertebrates used in the phylogenetic analysis (S14–S15 Tables). Based on the ratios of the number of nonsynonymous substitutions per nonsynonymous site (K_a_) to the number of synonymous substitutions per synonymous site (K_s_; K_a_/K_s_ ratios) in a branch-site model of PAML [19], 92 genes were found to be positively selected in *L*. *crocea* compared with their orthologues in the other six teleost species (*P* < 0.001, S16 Table).

### Genetic features of the *L*. *crocea*

*L*. *crocea* is a migratory fish with good photosensitivity, olfactory detection, and sound perception, and it contains high levels of selenium [8]. Our genomic analyses provide genetic basis for these physiological characteristics. Several crystallin genes (*crygm2b*, *cryba1*, and *crybb3*), which encode proteins that maintain the transparency and refractive index of the lens [4], were significantly expanded in the genome of *L*. *crocea* relative to those of other sequenced teleosts (S17 Table). Phylogenetic analysis showed that the crystallin genes from *L*. *crocea* cluster together, indicating that these genes were specifically duplicated in *L*. *crocea* lineage (S6 Fig). The specific expansion of these crystallin genes may be helpful for improving photosensitivity by increasing lens transparency, thereby enabling the fish to easily find food and avoid predation underwater.

We also identified 112 olfactory receptor (OR)-like genes from the *L*. *crocea* genome (S18 Table and S7 Fig.), and almost all of them (111) have been reported to be expressed in the olfactory epithelial tissues of *L*. *crocea* [14]. The majority of these genes (66) were classified into the “delta” group, which is important for the perception of water-borne odorants [20]. *L*. *crocea* also possessed the highest number of genes that were classified into the “eta” group (30, *P* < 0.001), and these genes may contribute to the olfactory detection abilities, which could be useful for feeding and migration [21].

*L*. *crocea* is named for its ability to generate strong repetitive drumming sounds, especially during reproduction [8]. For good communication, fish have developed high sensitivities to environmental sound. Three important auditory genes, otoferlin (*OTOF*), *claudinj*, and otolin 1 (*OTOL1*), were significantly expanded in the *L*. *crocea* genome (*P* < 0.01, S19 Table). These expansions may contribute to the detection of sound signaling during communication, and thus to reproduction and survival [22].

Selenium is highly enriched in *L*. *crocea* [8], and it is mainly present as selenoproteins. We used the SelGenAmic-based selenoprotein prediction method [23] to analyse the *L*. *crocea* genome and identified 40 selenoprotein genes, which is the highest number among all examined vertebrates (S20 Table). Interestingly, five copies of *MsrB1*, which encodes methionine sulfoxide reductase, were found in *L*. *crocea* (*MsrB1a*, *MsrB1b*, *MsrB1c*, *MsrB1d*, and *MsrB1e*), whereas only two copies (*MsrB1a* and *MsrB1b*) were found in other fish, thus suggesting its broader specificity to reduce all possible substrates [24].

### Characterization of the *L*. *crocea* immune system

Approximately 2,528 immune-relevant genes were annotated in the *L*. *crocea* genome, including 819 innate immune-relevant genes and 1,709 adaptive immune-relevant genes (S21 Table). Strikingly, *L*. *crocea* was found to have not only a relatively complete innate immune system, but also a well-established adaptive immune system, because the majority of the CD4^+^ T-helper type 1 (Th1), CD4^+^ T-helper type 2 (Th2) and CD8^+^ T cell-related genes were found (Fig. 2A). This suggests that the CD4^+^ Th1, CD4^+^ Th2 and CD8^+^ T cell-mediated adaptive immunity is well conserved in *L*. *crocea*. Moreover, the genes related to Th17 cell- and γδ-T cell-mediated mucosal immune responses were also conserved in *L*. *crocea*, suggesting that a well-developed mucosal immunity exists in this species as well (Fig. 2A). We detected gene expansions in several of these immune-relevant genes, including those encoding lectin receptors (*CLEC17A*), a classical complement component (*C1q*), apoptosis regulator (*BAX*), and immunoglobulins (*IgHV*) (*P* < 0.01, S22 Table). Expansions were also observed in the genes encoding four key proteins for mammalian antiviral immunity: tripartite motif containing 25 (TRIM25), cyclic GMP-AMP synthase (cGAS), DDX41, and NOD-like receptor family CARD domain containing 3 (NLRC3) (Fig. 2B). However, retinoic acid-inducible gene-1 (*RIG-I*), which initiates antiviral signaling pathway by recognizing cytosolic virus-derived RNA in mammals, was not found in the *L*. *crocea* genome and transcriptome [13,16]. The teleost *RIG-I* has been identified only in limited fish species, such as cyprinids and salmonids, and its absence suggests that it may have been lost from particular fish genomes [25]. In mammals, laboratory of genetics and physiology 2 (LGP2) can serve as a suppressor to block RIG-I- and melanoma differentiation-associated protein 5 (MDA5)-elicited signaling [26]. However, LGP2 in fish can bind poly (I:C) to trigger interferon (IFN) production [27], whose functional performance was similar to that done by RIG-I, thereby, LGP2 in fish may act as a substitute for RIG-I (Fig. 2B). The expanded *TRIM25* (54 copies, S8 Fig) may trigger the ubiquitination of IFN-β promoter stimulator-1 (IPS-1), thus allowing for IFN regulatory factor 3 (IRF3) phosphorylation and antiviral signaling initiation [28]. *DDX41* and *cGAS* encode intracellular DNA sensors that activate stimulator of interferon genes (STING) and TANK-binding kinase 1 (TBK1) to induce production of type I IFNs [29,30]. Fish type I IFNs can be divided into two major groups, namely group I and II type I IFNs, with two or four cysteines forming one or two pairs of intramolecular disulphide bonds, respectively [31]. In the *L*. *crocea* genome, two type-I IFN genes, tentatively named IFN-d and IFN-h, were detected, belonging to group I type- I IFNs (Fig. 2B). *L*. *crocea* contained 43 copies of *NLRC3* (S9 Fig), which encodes regulators that prevent type I IFN overproduction [32]. The expansions of these virus-response genes suggest their enhanced roles in innate antiviral immunity, which may explain why *L*. *crocea* is less susceptible to viral infection.

**Fig 2:**
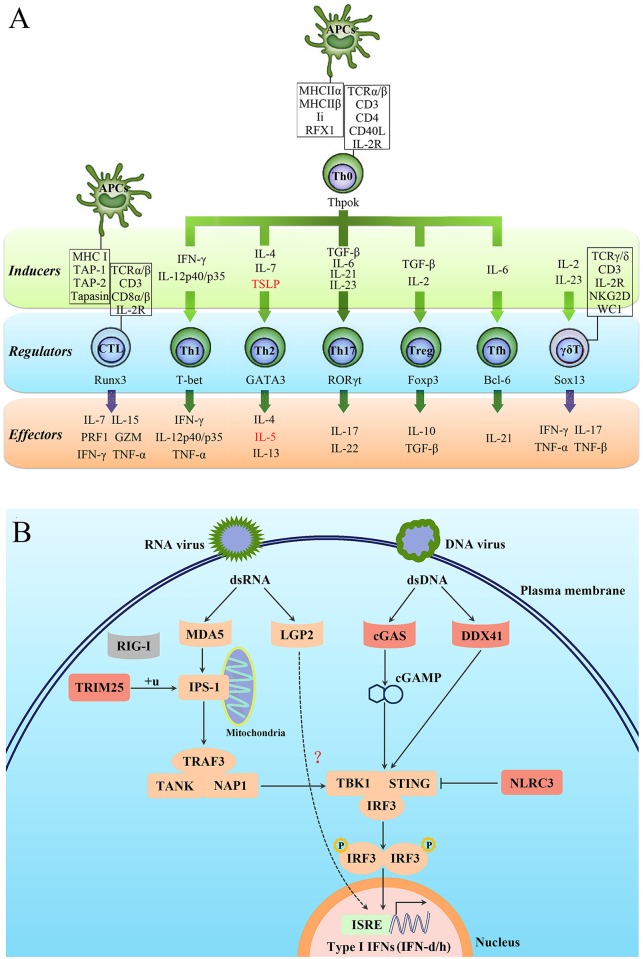
Characterisation of the T-cell lineages in *L*. *crocea* adaptive immunity and the expanded genes in antiviral immunity. (**A**) A schematic diagram summarising genes related to different T-cell lineages in *L*. *crocea* is shown. The inducible factors, the main regulatory transcriptional factors, and the immune effectors of T cells are present in green, blue, and orange backgrounds, respectively. The genes that have been annotated by genome survey are shown in black, and the unannotated genes are shown in red. IL-2R represents all three subunit genes of *L*. *crocea* IL-2 receptor, IL-2RB, IL-2RG and IL-2RA/ IL-15RA genes. The majority of the CD4^+^ T-helper type 1 (Th1), CD4^+^ T-helper type 2 (Th2) and CD8^+^ T cell-related genes have been found in the *L*. *crocea* genome. The genes related to Th17 cell- and γδ-T cell-mediated mucosal immunity are also conserved in *L*. *crocea*. (**B**) Several key genes are expanded in the antiviral immunity pathways in *L*. *crocea*. The genes that have been identified in the *L*. *crocea* genome are shown in orange boxes, and the lost gene (*RIG-I*) is shown in the grey box. LGP2 is able to bind to double-stranded RNA (dsRNA) to trigger interferon production, but the adaptor molecule of LGP2 is still unknown in fish. The red boxes indicate gene families (*TRIM25*, *cGAS*, *DDX41*, and *NLRC3*) that are expanded in *L*. *crocea*. The arrow represents induction, and the interrupted line represents inhibition.

### Stress response under hypoxia

The brain allows rapid and coordinated responses to the environmental stress by driving the secretion of hormones. Therefore, we studied the response of the *L*. *crocea* brain to hypoxia. 

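The response was measured by RNA-seq of brain tissue of *L. crocea*, the large yellow croaker, before hypoxia exposure (0 h) and at 6 later time points, from 1 h to 48 h. Dissolved oxygen in the tank was lowered from 7.8 mg/L to 1.6 mg/L, over 10 min according to the paper's methods and over 30 min according to the sample records. Brains of 6 fish were taken at each time point, and the paper's text does not state whether their RNA was pooled. The deposited data hold 1 library per time point, 7 libraries in all, with the 0 h library as the control, so no difference between time points has a replicate check. The authors aligned the clean reads to the coding sequences (CDS) of the predicted genes and deposited for each gene the count of uniquely aligned reads, the CDS length, the percent of the CDS covered by reads and the RPKM (reads scaled by the CDS length in kilobases and by the library's total of uniquely aligned reads). A gene without a read in a library was not listed for it and was taken as 0. The uniquely aligned reads numbered 16632556 at 0 h, 15285061 at 1 h, 15073415 at 3 h, 10225787 at 6 h, 15971580 at 12 h, 17627221 at 24 h and 18165958 at 48 h, with a median of 15971580. In the 6 h library, the shallowest, 1 read on a CDS of 1000 bp was worth an RPKM of 0.0978, against 0.0550 in the 48 h library, the deepest. Genes with at least 1 read numbered from 21639 at 6 h to 22434 at 0 h, and 23902 genes had a read in at least 1 library. DEGs between the 0 h library and each later library were called from the deposited read counts with the Audic and Claverie test, which gives the probability of a gene's reads in a library from its reads in the other and the totals of both. The Benjamini-Hochberg FDR was computed over genes with a read in either library, and a gene at 0 was given an RPKM of 0.01 in the ratio. This test compares the reads of 2 libraries and carries no information on the spread between fish. The files list genes by identifiers that are not paired with gene names. Of the 23902 identifiers, 0 matched the RefSeq gene table of the species and 0 were among the 182 identifiers of the supplementary tables, so genes are given by identifier.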

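Of the 23902 genes with a read in at least 1 library, 8313 (34.8%) were called differentially expressed against the 0 h library at 1 or more of the 6 time points, with a fold change of at least 2 and an FDR of at most 0.001. Of these, 4872 genes were called at a single time point, 1772 at 2, 784 at 3, 461 at 4, 267 at 5 and 157 at all 6 time points. When a coefficient of variation of 0.4 between libraries was assumed in a negative binomial test, in place of counting error alone, 248 genes were called at 1 or more time points, and with a coefficient of 0.2, 1983 genes. Simulated libraries without change but with a coefficient of 0.4 gave a median of 3943 calls, more than the 1198 to 2867 calls between any 2 of the real libraries other than 6 h, so 0.4 exceeds the spread that these show. Over all genes, 2 were called higher and 118 were called lower than at 0 h at all 6 time points. Among those with an RPKM of at least 1 in every library, the numbers were 2 and 50. All 6 comparisons share the 0 h library, so these calls are not independent, and an unusual 0 h value alone could give them. Gene EH28_07636 (CDS of 2004 bp) had 72 reads and an RPKM of 2.16 at 0 h, and its RPKM was 8.46 at 1 h, 8.64 at 3 h, 5.08 at 6 h, 9.65 at 12 h, 4.33 at 24 h and 4.53 at 48 h. Its log2 fold change was highest at 12 h, at 2.16 (95% interval from counting error 1.79 to 2.53), and lowest at 24 h, at 1.00 (0.60 to 1.41). Gene EH28_20313 (CDS of 1656 bp) rose from 51 reads and an RPKM of 1.85 at 0 h to 217 reads and an RPKM of 8.20 at 12 h, a log2 fold change of 2.15 (1.71 to 2.59). In the other direction, gene EH28_18067 (CDS of 444 bp) had 1733 reads and an RPKM of 234.7 at 0 h, 77 reads and an RPKM of 11.3 at 1 h, and 8 reads and an RPKM of 1.20 at 3 h, the lowest value. Its median log2 fold change over the 6 time points was -6.90. The RPKM of gene EH28_09803 (CDS of 957 bp) was 77.8 at 0 h and 2.60 at 1 h, and the smallest decrease was at 24 h, with an RPKM of 11.3 and a log2 fold change of -2.79 (-3.01 to -2.57).

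**Figure D1:**
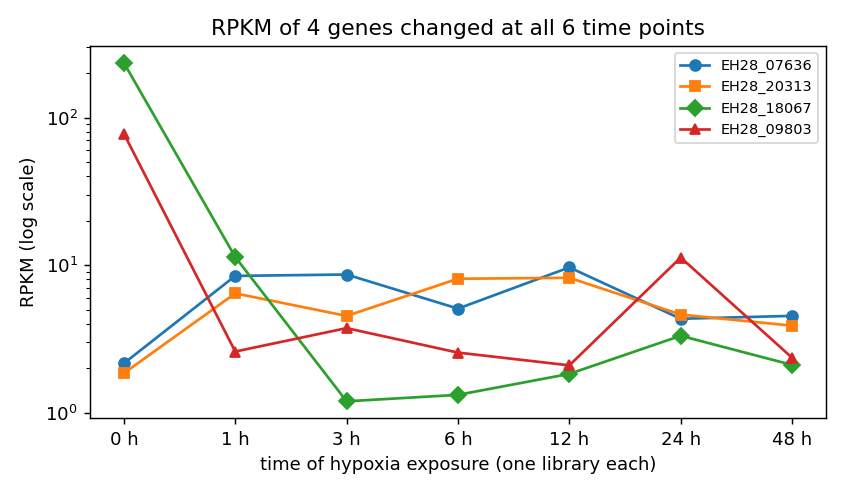
RPKM (log scale) of 4 genes in the brain at each time of hypoxia exposure, with 1 library per point and no error bars. EH28_07636 and EH28_20313 lie above their 0 h values of 2.16 and 1.85 in all 6 later libraries, and EH28_18067 and EH28_09803 lie below their 0 h values of 234.7 and 77.8.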

We sequenced seven transcriptomes of the brains at different times of hypoxia exposure and found that 8,402 genes were differentially expressed at one or more time points (fold change ≥ 2, false discovery rate [FDR] ≤ 0.001; S10 Fig). 

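Against the 0 h library, 2370 genes were differentially expressed at 1 h, 2132 at 3 h, 4489 at 6 h, 2344 at 12 h, 1604 at 24 h and 1950 at 48 h. At 6 h the DEGs made up 19.6% of the 22938 genes tested, and at the other time points from 6.93% (24 h) to 10.3% (1 h). Most of the DEGs at 6 h were down-regulated, 3674 genes against 815 up-regulated genes. The numbers of up-regulated genes lay between 508 (3 h) and 835 (1 h) at the 6 time points, whereas those of down-regulated genes lay between 900 (24 h) and 3674 (6 h). The 6 h library had 10225787 uniquely aligned reads, the fewest of the 7. With every library thinned at random to this depth, 4295 genes were called at 6 h and 2026 at 1 h, the next highest number. Under an assumed coefficient of variation of 0.4 between libraries, 29 genes were called at 6 h and 171 at 1 h. Under one of 0.2, 1010 genes were called at 6 h and 654 at 1 h. The coefficient of 0.4 exceeds the spread between the libraries other than 6 h. This was not shown for 6 h, whose comparisons gave 4489 to 6398 calls, more than the median of 3943 in simulated libraries with this coefficient. At 1 h, 114 genes with more than 200 reads over both libraries rose at least 32-fold and took 13.5% of the reads. How many of them were among the 171 was not counted. The log2 fold changes at 6 h did not follow those at the other time points. Across genes with an RPKM of at least 1 in every library, Spearman's rho with these ran from -0.318 (48 h) to 0.0145 (3 h). Between the other time points it ran from 0.365 (1 and 48 h) to 0.703 (24 and 48 h). From the largest number of DEGs at 6 h, the paper proposes that genes regulated at this time point may be critical to the response.

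**Figure D2:**
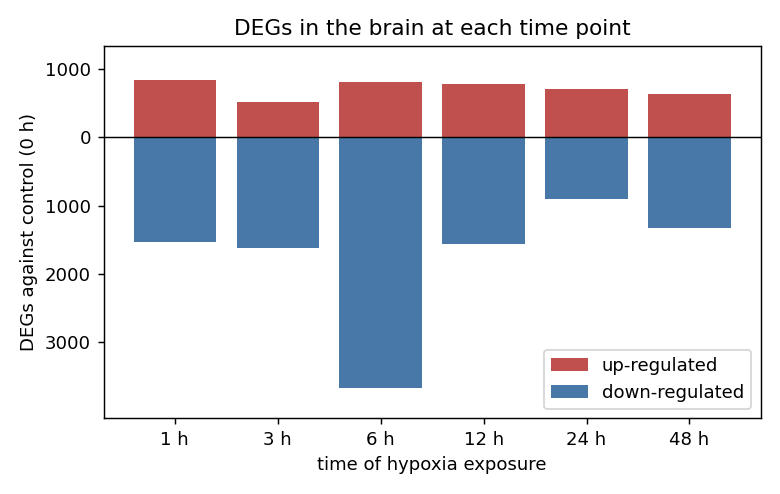
Number of DEGs in the brain at each time point against the control (0 h), with up-regulated genes above and down-regulated genes below the 0 line; each bar compares 2 libraries. The longest bar is that of the 3674 down-regulated genes at 6 h.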

Hypoxia stress induced a response with the largest number of genes (4,535 genes) at 6 h (S11 Fig), indicating that genes with regulated expression at 6 h may be critical for the response.

Among the numerous incidents happened during the early hypoxia stress, activation of the central neuroimmune system has been shown the most critical event, in which brain neuropeptides, endocrine hormones, and inflammatory cytokines closely participate to generate protective effects [33–35]. However, the precise regulatory networks among these factors have not yet been fully delineated. Our transcriptome analyses show that the key hypothalamic-pituitary-adrenal (HPA) axis-relevant genes (corticotropin-releasing factor [*CRF*], CRF receptor 1 [*CRFR1*], pro-opiomelanocortin [*POMC*], and CRF-binding protein [*CRFBP*]) in the *L*. *crocea* brain displayed a down-up-down-up (W-type) dynamic expression pattern under hypoxia stress (S12 Fig). In contrast, the endothelin-1 (ET-1) and adrenomedullin (ADM) genes showed an up-down-up-down (M-type) dynamic expression pattern, and the time of inflexion point corresponded with that of *CRF*, *CRFR1*, *POMC*, and *CRFBP*. The HPA axis can strictly control the production of glucocorticoids [36,37], and glucocorticoids are suppressors of ET-1 and ADM, both of which are involved in cerebral inflammation in mammals [38,39]. We therefore suggest that a feedback regulatory pathway may exist between the HPA axis and ET-1/ADM under hypoxia stimulation. As a support, the expression of the inflammatory cytokine genes (*IL-6*/*TNF-α*) also showed the M-type pattern and was consistent with that of *ET-1/ADM* (S12 Fig). Expression changes of selected genes, including *CRF*, *CRFR1*, *POMC*, *ET-1*, *ADM* and *IL-6*, during hypoxia stress, were further confirmed by real-time PCR and found to be well corresponding to their expression changes in the transcriptome analyses (S13 Fig). These coordinated and fluctuating expression patterns indicate that hypoxia may inhibit the HPA axis and induce the expression of ET-1/ADM, and the latter then promote the expression of IL-6/TNF-α and form a positive feedback loop with them (Fig. 3). On the other hand, the ET-1/ADM and IL-6/TNF-α may in turn activate the HPA axis, and the latter subsequently induces glucocorticoids and generates a negative feedback to inhibit *ET-1/ADM* and *IL-6/TNF-α* expression to reduce the over-inflammatory responses in brain, the latter of which has been reported in mammals [39–42]. Therefore, our results may outline a novel HPA axis-ET-1/ADM-IL-6/TNF-α feedback regulatory loop in the neuro-endocrine-immune network during hypoxia responses (Fig. 3 and S12–S13 Fig). Besides, we also found that both *SOCS-1* and *SOCS-3* in the *L*. *crocea* brain display opposite expression patterns against *IL-6* and *TNF-α* (S12–S13 Fig). Thus, SOCS-1 and SOCS-3 may have complementary roles in down-regulating *IL-6* and *TNF-α*, and both IL-6 and TNF-α have reciprocal functions to induce *SOCS-1* and *SOCS-3* expression (Fig. 3). These results suggest that a SOCS-1/3-dependent feedback regulation may exist in the process against hypoxia-induced cerebral inflammation in *L*. *crocea*.

**Fig 3:**
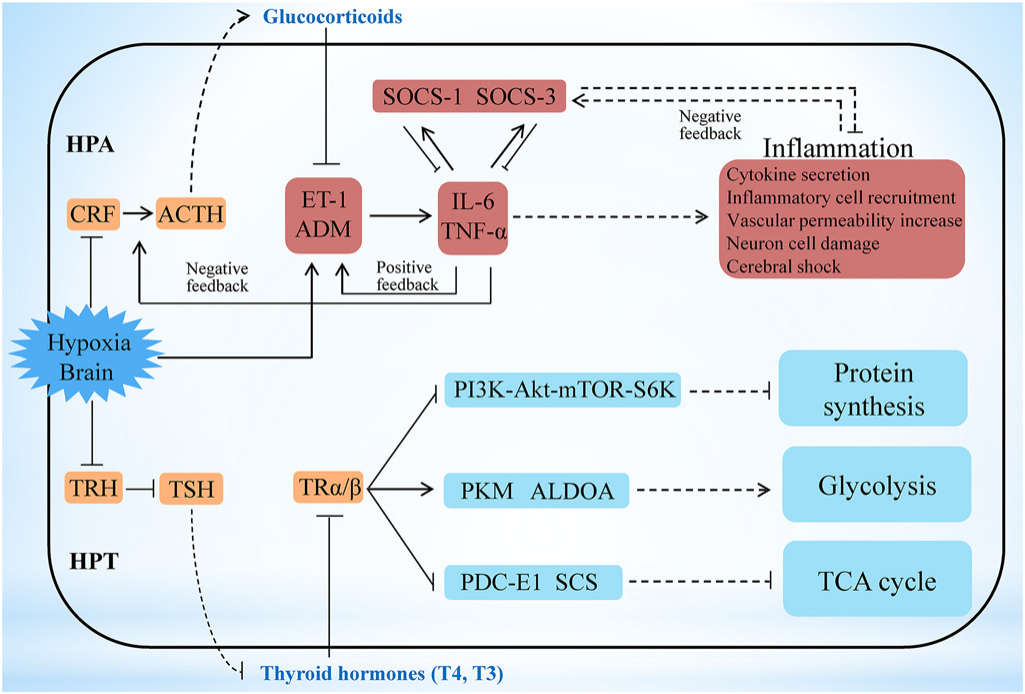
Hypoxia stress exerts responses involving the HPA and HPT axes. Under hypoxia, the potential neuro-endocrine-immune/metabolism networks contribute to the regulation of moderate inflammation and the maintenance of energy balance. Hypoxia may inhibit the hypothalamic-pituitary-adrenal (HPA) axis and induce the expression of ET-1/ADM, and the latter then promote the expression of IL-6/TNF-α and form a positive feedback loop with them. On the other hand, the ET-1/ADM and IL-6/TNF-α may in turn activate the HPA axis, and the latter subsequently induces glucocorticoids and generates a negative feedback to inhibit *ET-1/ADM* and *IL-6/TNF-α* expression to reduce the inflammatory responses in brain. Therefore a HPA axis-ET-1/ADM-IL-6/TNF-α feedback regulatory loop is outlined here. Besides, both SOCS-1 and SOCS-3 may have complementary roles in down-regulating *IL-6* and *TNF-α*, and both IL-6 and TNF-α have reciprocal functions to induce *SOCS-1* and *SOCS-3* expression, thus constituting a SOCS-1/3-dependent feedback regulation to modify cerebral inflammation. The hypothalamic-pituitary-thyroid (HPT) axis was inhibited in *L*. *crocea* brains during the early period of hypoxia, thus leading to a decrease in thyroid hormone (T3 and T4) production. Decrease of HPT axis-thyroid hormones subsequently may inhibit protein synthesis by the PI3K-Akt-mTOR-S6K signaling pathway, which contributes to the reduction in energy consumption during hypoxia stress. Meanwhile, down-regulation of HPT axis-thyroid hormones also represses the tricarboxylic acid (TCA) cycle and accelerates the anaerobic glycolytic pathway, which facilitates O_2_-independent ATP production under hypoxia. Therefore the HPT axis-mediated effects may play roles in response to hypoxia by reorganizing energy consumption and generation. Genes related to the neuro-endocrine system (orange), immunity (red), and metabolic system and protein synthesis (blue) are indicated. The outer border indicates the brain of *L*. *crocea*. The arrow represents promotion, and the interrupted line represents inhibition. Solid lines indicate direct relationships between genes. Dashed lines indicate that more than one step is involved in the process.

Energy maintenance and homeostasis under hypoxia is another critical event in brain. However, the mechanisms underlying this issue remain limited. Here, we found that the major hypothalamic-pituitary-thyroid (HPT) axis-related genes (thyrotropin-releasing hormone [*TRH*], TRH receptor [*TRHR*], thyroid-stimulating hormone β [*TSHβ*], and thyroid hormone receptor α [*TRα*]) were significantly down-regulated in the *L*. *crocea* brain at 1 h to 6 h under hypoxia (S14 Fig). Down-regulation of these gene expressions during hypoxia was also confirmed by real-time PCR (S15 Fig). These findings therefore indicate that the HPT axis may be inhibited during the early period of hypoxia, which agreed with the previous observations that hypoxia could influence the HPT axis [43].

HPT axis can regulate protein synthesis and glucose metabolism by production of thyroid hormones [44,45]. Inhibition of the HPT axis leads to a decrease in the production of thyroid hormones. Thyroid hormones can regulate ribosomal biogenesis and protein translation by the PI3K-Akt-mTOR-S6K signaling pathway [44]. In this study, the mRNA levels of *PI3K*, *S6K*, and most of the components of the protein translation machinery, including the ribosomal proteins and eukaryotic translation initiation factors (*eIF-1*, *-2*, *-3*, *-5* and *-6*), were all down-regulated under hypoxia (S16 Fig). This suggests that the HPT axis may inhibit protein synthesis under hypoxia by decreasing the production of thyroid hormones (Fig. 3), which is beneficial for saving energy during hypoxia stress. Thyroid hormones can also accelerate the oxidative metabolism of glucose and inhibit the glycolytic anaerobic pathway [46]. Interestingly, genes involved in the tricarboxylic acid (TCA) cycle (pyruvate dehydrogenase complex [*PDC-E1*], succinyl-CoA synthetase [*SCS*], and fumarate hydratase [*FH*]) were down-regulated 12 h later under hypoxia, whereas glycolysis-related genes, such as pyruvate kinase (*PKM*), glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*), *GPI*, and aldolase A (*ALDOA*), were greatly increased at 1 h respectively (S14–S15 Fig). The down-regulation of HPT axis-thyroid hormones may inhibit the TCA cycle and accelerate the anaerobic glycolytic pathway in the brain during hypoxia exposure (Fig. 3). The repression of the TCA cycle and the strong induction of the anaerobic glycolytic pathway resulted in a physiological shift from aerobic to anaerobic metabolism, where fish utilise O_2_-independent mechanisms to produce adenosine triphosphate (ATP). However, the mRNA levels of hypoxia-inducible factor (HIF)-1α, which are significantly up-regulated under hypoxia in mammals [47,48], were not significantly changed in the *L*. *crocea* brain (S14 Fig). It is possible that the HIF-1α-mediated mechanism may not be essential for the hypoxia response in the *L*. *crocea* brain during the early period of hypoxia. These results suggest that the HPT axis-mediated effects may play major roles in response to hypoxia by reorganizing energy consumption and energy generation.

### Mucus components and function

The skin mucus is considered as the first defensive barrier between fish and its aquatic environment, and it plays a role in a number of functions, including locomotion, antioxidant responses, respiration, disease resistance, communication, ionic and osmotic regulation [49]. However, the exact mechanisms underlying these functions remain unknown. Mucus is composed mainly of the gel-forming macromolecule mucins and inorganic salts suspended in water [50]. We identified 159 genes that are implicated in mucin biosynthesis and mucus production in the *L*. *crocea* genome (S23 Table), based on previous studies in mammals [51]. This indicates that the mucin synthetic pathway is conserved between fish and mammals. Among these gene families, GALNT, which encodes N-acetylgalactosaminyl transferases [52], was significantly expanded in *L*. *crocea* (27 copies versus 15–20 copies in other fish; S17 Fig). Syntaxin-11 was also expanded. Additionally, genes encoding syntaxin-binding protein 1 and syntaxin-binding protein 5, which are related to mucus secretion, were positively selected in the *L*. *crocea* genome (S16 Table). The expansion and positive selection of these genes may explain why the *L*. *crocea* secretes more mucus than other fish under stress.

We identified 22,054 peptides belonging to 3,209 genes in the *L*. *crocea* skin mucus proteome, and this accounted for more than 12% of the protein-coding genes in the genome (S24 Table). The complexity of the *L*. *crocea* mucus presumably relates to the multitude of its biological functions that allow the fish to survive and adapt to environmental changes. The over-represented functional categories were oxidoreductase activity (GO:0016491, *P* = 1.58×10^-35^, 223 proteins), peroxidase activity (GO:0004601, *P* = 0.0075, 9 proteins), oxygen binding (GO:0019825, *P* = 0.0011, 8 proteins), and ion binding (GO:0043167, *P* = 2.21×10^-6^, 347 proteins) (Fig. 4A and S18 Fig.). Two hundred and thirty-two antioxidant proteins that were related to oxidoreductase activity and peroxidase activity were highly enriched in the *L*. *crocea* mucus, and they included peroxiredoxins, glutathione peroxidase, and thioredoxin (S25 Table). These proteins intercept and degrade environmental peroxyl and hydroxyl radicals from aqueous environments [53]. Therefore, the presence of high-abundance antioxidant proteins in the skin mucus may have the potential to protect fish against air exposure-induced oxidative damage (Fig. 4B). Eight proteins related to oxygen transport, including hemoglobin subunits α1, αA, αD, β, and β1, and cytoglobin-1, were identified in the *L*. *crocea* skin mucus (S26 Table). The abundant expression of hemoglobin may contribute to the binding and holding of oxygen for respiration. Various immune molecules that provide immediate protection to fish from potential pathogens, such as lectins, lysozymes, C-reactive proteins, complement components, immunoglobulins, and chemokines, were also found in the *L*. *crocea* skin mucus (S27 Table). To date, the mechanisms of osmotic and ionic regulation of the skin mucus have not been confirmed [49]. In this study, a large number of ion-binding proteins were identified in the *L*. *crocea* mucus (S28 Table). These proteins and the layer of mucus may have a role in limiting the diffusion of ions on the surface of the fish (Fig. 4B). However, a substantial proportion of the proteins, which are highly present in the skin mucus of fish under air exposure, play an unknown role in the mucus response.

**Fig 4:**
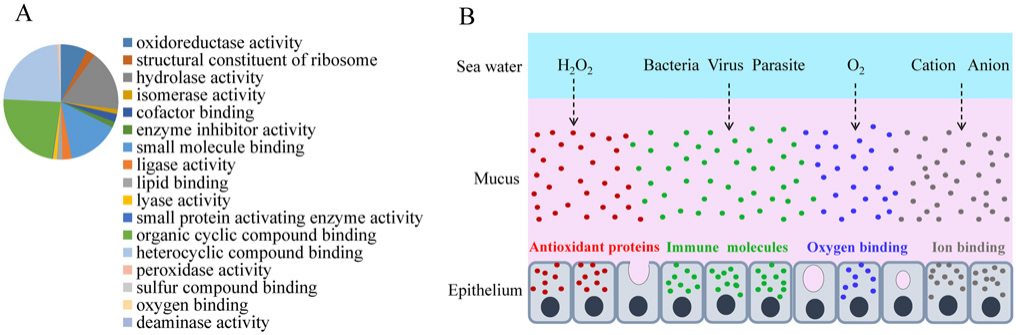
Skin mucus proteins are overexpressed in air-exposed *L*. *crocea*. (**A**) The distribution of mucus proteins in the molecular function class of Gene Ontology is shown. The over-represented functional categories are indicated in the pie chart, of which oxidoreductase activity-, peroxidase activity-, oxygen binding-, and ion binding-related proteins are enriched. (**B**) A representation of the functional mechanisms of the mucus barrier is shown. The continuously replenished thick mucus layer can retain a large number of antioxidant, immune, oxygen-binding, and ion-binding molecules, which are involved in antioxidant functions, immune defence, oxygen transport, and osmotic and ionic regulation, respectively. Antioxidant, immune, oxygen-binding, and ion-binding molecules are indicated in red, green, blue, and gray, respectively.

## Discussion

We sequenced and assembled the genome of the large yellow croakerr (*L*. *crocea*) using BACs and the WGS hierarchical assembly strategy. This methodology is effective for high-polymorphism genomes and produces a high quality genome assembly, with the 63.11 kb contig N50 and 1.03 Mb scaffold N50 (Table 1). Support from the 563-fold coverage of genome yields high single-base resolution and 95.80% completeness of the coding region (S6 Table). Further genomic analyses showed the significant expansion of several gene families, such as vision-related crystallins, olfactory receptors, and auditory sense-related genes, and provided a genetic basis for the peculiar physiological characteristics of *L*. *crocea*.

During the early stages of hypoxia stress, the induction of ET-1/ADM and IL-6/TNF-α generates the primary protective effect to increase blood pressure, enhance vascular permeability and trigger inflammatory response [54,55]. These mechanisms maintain the brain oxygen supply and resist pathogen infection when the blood brain barrier is disrupted by hypoxia [56]. As the stress response progresses, several natural brakes, including HPA axis-Glucocorticoids and SOCS family members, exhibit secondary protection effects to avoid excessive inflammatory responses in the brain. Our transcriptome results show that a novel HPA axis-ET-1/ADM-IL-6/TNF-α feedback regulatory loop in neuro-endocrine-immune networks contributed to the protective effect and regulated moderate inflammation under hypoxia stress (Fig. 3). On the other hand, the hypoxia-induced down-regulation of the HPT axis may lead to the inhibition of protein synthesis and the activation of anaerobic metabolism (Fig. 3 and S14–S16 Fig). Inhibition of protein synthesis principally contributes to the reduction in cellular energy consumption during hypoxia [3,57]. Activation of anaerobic metabolism facilitates O_2_-independent ATP production under hypoxia, albeit with low ATP yield [57]. Therefore the reduction in ATP consumption through the HPT axis-mediated inhibition of protein synthesis matched the lower ATP yield by the HPT axis-activated anaerobic metabolism, which may aid to maintain cellular energy balance under hypoxia, thus extending fish survival. Hence, our results reveal new aspects of neuro-endocrine-immune/metabolism regulatory networks that may help the fish to avoid cerebral inflammatory injury and maintain energy balance under hypoxia stress. These discoveries will help to improve current understanding of neuro-endocrine-immune/metabolism regulatory networks and protective mechanisms against hypoxia-induced cerebral injury in vertebrates, providing clues for research on the pathogenesis and treatment of hypoxia-induced cerebral diseases.

Amazingly, 3,209 different proteins were identified in the *L*. *crocea* skin mucus under air exposure. Of these, oxidoreductase activity-, oxygen binding-, immunity-, and ion binding-related proteins were enriched (Fig. 4A and S18 Fig). The increase in secretion of the skin mucus of *L*. *crocea* under air exposure may reflect a physiological adjustment of the fish to cope with environmental changes, and the complex components suggest that the skin mucus exerts multiple protective mechanisms, which are involved in antioxidant functions, oxygen transport, immune defence, and osmotic and ionic regulation (Fig. 4B). These results expand our knowledge of skin mucus secretion and function in fish, highlighting its importance in response to stress. In addition, the mucus proteome shares many proteins with the mucus from humans and other animals [58,59]. These characteristics thus make *L*. *crocea* a pertinent model for studying mucus biology.

In summary, our sequencing of the genome of the large yellow croaker provided the genetic basis for its peculiar behavioral and physiological characteristics. Results from transcriptome analyses revealed new aspects of neuro-endocrine-immune/metabolism regulatory networks that may help the fish to avoid cerebral inflammatory injury and maintain energy balance under hypoxia stress. Proteomic profiling suggested that the skin mucus of the fish exhibits multiple protective mechanisms in response to air-exposure stress. Overall, our results revealed the molecular and genetic basis of fish adaptation and response to hypoxia and air exposure. In addition, the data generated by this study will facilitate the genetic dissection of aquaculture traits in this species and provide valuable resources for the genetic improvement of stress resistance and yield potential in *L*. *crocea*.

## Materials and Methods

### Ethics statement

The studies were carried out in strict accordance with the Regulations of the Administration of Affairs Concerning Experimental Animals established by the Fujian Provincial Department of Science and Technology. Animal experiments were approved by the Animal Care and Use Committee of the Third Institute of Oceanography, State Oceanic Administration. All surgery was performed under Tricaine-S anesthesia, and all efforts were made to minimize suffering.

### Genome assembly

The wild *L*. *crocea* individuals were collected from the Sanduao sea area in Ningde, Fujian, China. Genomic DNA was isolated from the blood of a female fish by using standard molecular biology techniques for BAC library construction and sequencing by the HiSeq 2000 Sequencing System in BGI (Beijing Genomics Institute, Shenzhen, China). Subsequently, low-quality and duplicated reads were filtered out, and sequencing errors were removed. The BACs of *L*. *crocea* were assembled by using SOAPdenovo2 [60] (http://soap.genomics.org.cn) with k-mers that ranged from 25 to 63 in size. Then, we selected the assembly with the longest scaffold N50 for gap filling. The BACs were merged together based on the overlap found by BLAT, using the custom script: Rabbit (ftp://ftp.genomics.org.cn/pub/Plutellaxylostella/Rabbit_linux-2.6.18-194.blc.tar.gz). The redundant sequences that were produced by high polymorphisms were removed by sequence depth and shared k-mer percentage. Assembly was performed by scaffolding with mate-paired libraries (2–40 kb) using SSPACE v2 [61], and gap filling was made by Gapcloser (http://sourceforge.net/projects/soapdenovo2/files/GapCloser/) with small-insert libraries (170–500 bp).

The whole-genome sequences of *L*. *crocea* have been deposited in the DNA Data Bank of Japan (DDBJ), the European Molecular Biology Laboratory (EMBL) nucleotide sequencing database and GenBank under the accession JRPU00000000. The version described in this paper is the first version JRPU01000000. All short-read data of WGS and BAC have been deposited in the Short Read Archive (SRA) under accession SRA159210 and SRA159209 respectively.

### Genome annotation

For the annotation of repetitive elements, we used a combination of homology-based and *ab initio* predictions. RepeatMasker [62] and Protein-based RepeatMasking [62] were used to search Repbase, which contains a vast amount of known transcriptional elements at the DNA and protein levels. During the process of *ab initio* prediction, RepeatScout [63] was used to build the *ab initio* repeat library based on k-mer, using the fit-preferred alignment score on the *L*. *crocea* genome. Contamination and multi-copy genes in the library were filtered out before the RepeatScout library was used to find homologs in the genome and to categorise the found repeats by RepeatMasker [62].

Gene models were integrated based on *ab initio* predictions, homologue prediction, and transcription evidence.

### Homology-based prediction

The protein sequences of seven species (*Danio rerio*, *Gasterosteus aculeatus*, *Oreochromis niloticus*, *Oryzias latipes*, *Takifugu rubripes*, *Tetraodon nigroviridis*, and *Homo sapiens*) were aligned to the *L*. *crocea* assembly using BLAST (E-value ≤ 1e-5), and the matches with length coverage >30% of the homologous proteins were considered as gene-model candidates. The corresponding homologous genome sequences were then aligned against the matching proteins by using Genewise [64] to improve gene models.

### *Ab initio* prediction

Augustus [65], SNAP [66], and GENESCAN [67] were used for the *ab initio* predictions of gene structures on the repeat-masked assembly.

### Transcriptome-based prediction

RNAseq reads from the transcriptomes of the mixed tissues of a female and a male (eleven tissues each) were aligned to the genome assembly by Tophat [68], which can identify splice junctions between exons. Cufflinks [69] was used to obtain transcript structures.

Homology-based, *ab initio* derived and transcript gene sets were integrated to form a comprehensive and non-redundant gene set. The overlap length of each gene was verified by different methods, and genes showing 50% overlap by at least one method were selected. To eliminate false positives (genes only supported by *ab initio* methods), novel genes with the reads per kilobase of gene model per million mapped reads (RPKM) ≤ 1 were removed. A method based on gene synteny and FGENESH program (http://www.softberry.com/berry.phtml?topic=fgenesh&group=programs&subgroup=gfind&advanced=on) was used for the prediction of interleukin genes.

### Evolutionary and comparative analyses

To detect variations in the *L*. *crocea* genome, we chose nine species (*Larimichthys crocea*, *Gasterosteus aculeatus*, *Takifugu rubripes*, *Tetraodon nigroviridis*, *Oryzias latipes*, *Gadus morhua*, *Danio rerio*, *Gallus gallus*, and *Homo sapiens*). Proteins that were greater than 50 amino acids in size were aligned by BLAST (-p blastp-e 1e-7), and Treefam [70] was used to construct gene families for comparison.

The 2,257 single-copy genes from the gene family analysis were aligned using MUSCLE [71], and alignments were concatenated as a single data set. To reduce the error topology of phylogeny by alignment inaccuracies, we used Gblock [72] (codon model) to remove unreliably aligned sites and gaps in the alignments. The phylogenetic tree and divergence time were calculated using the PAML 3.0 package [19].

Gene family expansion and contraction analyses were performed by cafe [73]. For optical, olfactory receptor, and auditory system-related genes, we downloaded the genes from Swissprot or Genebank and predicted their candidates using BLAST and Genewise to determinate copy numbers. Pseudogenes produced by frame shift were removed. Phylogenetic analysis of the expanded gene families was based on maximum likelihood methods by PAML 3.0 [19], and the phylogenetic tree was represented by EvolView [74].

Amino acid sequences from six representative teleosts (*Larimichthys crocea*, *Gasterosteus aculeatus*, *Danio rerio*, *Oryzias latipes*, *Takifugu rubripes*, and *Tetraodon nigroviridis*) were aligned by BLAST (-p blastp-e 1e-5-m 8), and reciprocal-best-BLAST-hit methods were used to define orthologous genes in six teleost fish. Because alignment errors are an important concern in molecular data analysis, we made alignments of codon sequences, which are nucleotide sequences that code for proteins, using the PRANK aligner [75]. Positive selection was inferred, based on the branch-site K_a_/K_s_ test by codeml in the PAML 3.0 package [19].

### Transcriptome under hypoxia

*L*. *crocea* (90–100 g) individuals were purchased from a mariculture farm in Ningde, Fujian, China. The fish were maintained at 25°C in aerated water tanks (dissolved oxygen [DO] concentration: 7.8±0.5 mg/L) with a flow-through seawater supply. After 7 days of acclimation, hypoxia-exposure experiments were conducted at 25°C using published methods [3] by bubbling nitrogen gas into an aquarium. The desired concentration of DO was detected by using a DO meter (YSI, Canada). *L*. *crocea* can not maintain the aerobic pathway at DO levels below 2.0 mg/L, and it resorts to anaerobic metabolism [15]. Therefore, at the onset of hypoxia, the oxygen content in the tank was lowered from 7.8±0.5 mg/L to 1.6±0.2 mg/L over a 10-min period. Brains were harvested from six fish at the 0, 1, 3, 6, 12, 24, and 48 h time points and frozen immediately in liquid nitrogen until RNA extraction and transcriptome analyses were performed. To investigate whether the gene expression alterations under hypoxia come from changes in the baseline expression levels, brain tissues were collected from five fish with no hypoxia treatment at several corresponding time points (0, 3, 6, 12, and 24 h) and subjected to real-time PCR analysis of selected genes (S19 Fig).

Total RNA was extracted from the brain tissues harvested at 0, 1, 3, 6, 12, 24, and 48 h after hypoxia exposure using the guanidinium thiocyanate-phenol-chloroform extraction method (Trizol, Invitrogen, USA). The RNA samples (5 μg each) were used to construct RNA-seq libraries using the Illumina mRNA-Seq Prep Kit. The libraries were sequenced by using the Illumina HiSeq 2000 sequencing platform with the paired-end sequencing module [76]. More than 4 gigabase (Gb) of clean data were generated in each library (S29 Table). 

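The clean reads of the paper's S29 Table amounted to 4.97 Gb at 0 h, 4.05 Gb at 1 h, 4.34 Gb at 3 h, 4.08 Gb at 6 h, 4.45 Gb at 12 h, 4.88 Gb at 24 h and 4.99 Gb at 48 h, as paired reads of 90 bp. In reads, this was 55205116 at 0 h, 44989164 at 1 h, 48259124 at 3 h, 45383428 at 6 h, 49398276 at 12 h, 54214458 at 24 h and 55469870 at 48 h. The deposited expression values rest on the part of these that aligned uniquely to the CDS, between 10225787 reads at 6 h and 18165958 reads at 48 h.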

Clean reads were picked out from the raw reads of each library following removal of reads containing adaptor sequences, reads with an N (unknown bases in read) percentage higher than 5% and low quality reads (>30% of bases with a quantity score Q-value ≤ 10) using an in-house C++ program.

Clean reads were aligned to the *L*. *crocea* genome and its coding sequences (CDS) which were produced from genome-wide prediction of protein-coding genes (S29 Table), with SOAPaligner/SOAP2 [60]. The alignment to the CDS of *L*. *crocea* genome was then utilised to calculate the distribution of reads on reference genes and to perform coverage analysis. 

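The deposited counts of uniquely aligned reads on the CDS corresponded to 30.1% of the clean reads at 0 h, 34.0% at 1 h, 31.2% at 3 h, 22.5% at 6 h, 32.3% at 12 h, 32.5% at 24 h and 32.7% at 48 h. The 95% Wilson intervals of these shares, which cover counting error only, were no wider than 0.0138 percentage points to either side. The median gene with a read had 183.0 reads at 0 h and 94.0 reads at 6 h. How evenly the reads lay on a gene was compared at a matched density of 20 to 40 reads per 1000 bp on CDS of at least 900 bp. The mean percent of the CDS covered was 69.1% at 0 h (1371 genes), 70.2% at 1 h (1480 genes), 69.4% at 3 h (1353 genes), 70.2% at 6 h (1932 genes), 69.2% at 12 h (1354 genes), 70.2% at 24 h (1318 genes) and 68.6% at 48 h (1254 genes). The 10 genes with the most reads took 9.27% of the reads at 1 h, and between 3.18% (12 h) and 5.62% (6 h) in the other libraries.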

If an alignment result passed quality control (alignment ratio > 70%), we proceeded to gene expression calculations and differential expression comparisons. 

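In the paper's S29 Table, the share of clean reads aligned to the genome lay between 73.27% (1 h) and 74.66% (3 h). The share aligned to the CDS was 31.96% at 0 h, 36.56% at 1 h, 33.10% at 3 h, 23.98% at 6 h, 34.26% at 12 h, 34.57% at 24 h and 34.73% at 48 h. The deposited counts, of reads that aligned to a single place in the CDS, gave the same order of the lowest and highest library, with 22.5% of the clean reads at 6 h and 34.0% at 1 h.

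**Figure D3:**
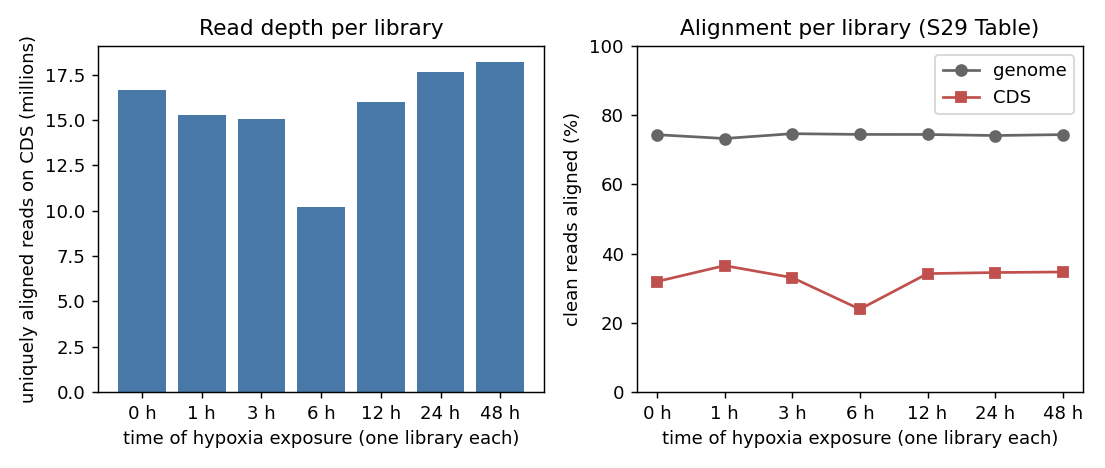
Left, uniquely aligned reads on the CDS in each library. Right, percent of clean reads aligned to the genome and to the CDS in each library, from the paper's S29 Table. The 6 h library is lowest in reads (10225787) and in CDS alignment (23.98%), while its alignment to the genome (74.45%) lies within the range of the other libraries.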

The gene expression levels were calculated based on RPKM values [69], and comparisons of gene expression difference between control (0 h) and each time point after hypoxia exposure (1, 3, 6, 12, 24, and 48 h) were performed using the method described by Audic and Claverie [77]. Genes with fold change ≥ 2 and FDR ≤ 0.001 were defined as differentially expressed genes (DEGs) [78]. 

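Each criterion was counted on its own against the 0 h library. At 6 h, 8192 genes had a fold change of at least 2 and 9771 had an FDR of at most 0.001, and 4489 met both. At 1 h these numbers were 5581, 7731 and 2370, at 3 h 5481, 7013 and 2132, and at 12 h 5592, 8121 and 2344. At 24 h they were 4720, 6963 and 1604, and at 48 h 5109, 7806 and 1950. Between 22938 (6 h) and 23130 (24 h) genes were tested. With an FDR of at most 0.01 in place of 0.001, the number of genes meeting both criteria at 6 h was 5023, and with a fold change of at least 4 in place of 2 it was 1285.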

Gene expression patterns were analyzed by the open source clustering software Cluster 3.0 and presented using the GraphPad Prism 5 software or Java TreeView. Raw sequencing data for the transcriptome have been deposited in the Gene Expression Omnibus (GEO) under accession GSE57608.

### Real-time PCR analyses of differentially expressed genes under hypoxia

Real-time PCR analysis was performed using the Mastercycler epgradient realplex4 (Eppendorf, Germany) with SYBR Green as the fluorescent dye, according to the manufacturer’s protocol (Takara, China). Primer set was designed based on the coding sequence of each identified gene in *L*. *crocea* genome (S30 Table). Total RNA was extracted from brain tissues of five fish sampled at 0, 1, 3, 6, 12, 24, and 48 h after hypoxia induction. First-strand cDNA was synthesized from 2 μg total RNA and used as a template for real-time PCR. Real-time PCR was performed in a total volume of 20 μL, and cycling conditions were 95°C for 1 min, followed by 40 cycles of 94°C for 5 s, 57°C for 15 s, and 72°C for 20 s. The expression levels of each gene were expressed relative to those of β-actin in each sample using the 2^-ΔΔCT^ method [79]. Each real-time PCR assay was repeated three times. The data of real-time PCR were expressed as the standard error of the mean (SEM). Two-tailed Student’s t test was used for the significance test of the gene expression levels in brain tissues between 0 h and each time point after hypoxia exposure. A *P*-value <0.05 was considered to be statistically significant.

### LC—MS/MS analyses and mucus protein identification

Skin mucus was collected from six healthy *L*. *crocea* individuals under air exposure as previously described [50]. Briefly, the fish were anesthetised with a sub-lethal dose of Tricaine-S (100 mg/L), and transferred gently to a sterile plastic bag for 3 min to slough off the mucus under air exposure. To exclude the cell contamination, mucus was diluted in fresh, cold phosphate-buffered saline and drop-splashed onto slides, which were then air-dried. After staining with 10% Giemsa dye (Sigma, St Louis, MO, USA) for 20 min, the mucus was observed under a Nikon microscope with a 20 × objective. No cell was observed.

Proteins were extracted from a pool of skin mucus of six fish by the trichloroacetic acid-acetone precipitation method and digested by the trypsin gold (Promega, USA). The peptides were then separated by the strong cation exchange chromatography using a Shimadzu LC-20AB HPLC Pump system (Kyoto, Japan). Data acquisition was performed with a Triple TOF 5600 System (AB SCIEX, Concord, ON) fitted with a Nanospray III source (AB SCIEX, Concord, ON). All spectra were mapped by MASCOT server version 2.3.02 against the database of the *L*. *crocea* annotated proteome with the parameters as follows: peptide mass tolerance 0.05 Da; fragment mass tolerance 0.1 Da; fixed modification “Carbamidomethyl (C)”; variable modifications “Gln->pyro-Glu (N-term Q), Oxidation (M), and Deamidation (N, Q)”. The ion score of a peptide matched to a protein must be greater than or equal to the MASCOT identity score, and the peptides must have a length of at least 6 amino acids. For further analysis of the function of the mucus proteome, only the proteins with at least two unique peptides were selected. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) with the dataset identifier PXD001218.

## Supporting Information

S1 Fig Process of BAC and whole-genome shotgun (WGS) hierarchical strategy. Bacterial artificial chromosome (BAC) and whole-genome shotgun (WGS) hierarchical assembly strategy were applied for the *L*. *crocea* genome to overcome the high levels of genome heterozygosity. BAC sequences were merged to build contig sequences, and whole-genome shotgun sequences (170 bp–40 kbp) were used to build scaffolds and fill gaps.
(PDF) Click here for additional data file.

S2 Fig K-mer analyses. A k-mer refers to an artificial sequence division of K nucleotides iteratively from reads. The k-mer distribution was bimodal, and the k-mer depth of the first peak (22) was half that of the second (44), implying that the genome of *L*. *crocea* was rich in heterogeneous sites. A read with L bp contains (L-K+1) k-mers if the length of each k-mer is K bp. Genome size G is estimated as G = K_num/K_depth. The X-axis is the depth of K-mers derived from the sequenced reads and the Y-axis is the frequency of the K-mer depth.
(PDF) Click here for additional data file.

S3 Fig Depth of single-base distribution based on short-read alignment. To validate the completeness of genome assembly, high-quality reads were aligned against the assembly using Burrows—Wheeler Aligners. A peak was observed at half of the value of the expected peak of 52-fold coverage, suggesting the reluctance of the assemblies. Furthermore, the scaffold sequences with a depth of less than 26× were checked. However, those sequences totaled 3.4 Mb and there were 102 genes (0.04% of total genes) in those scaffolds.
(PDF) Click here for additional data file.

S4 Fig Distribution of intron length, exon number, mRNA length, exon length, and coding region length in the genome of *L*. *crocea* and other related species. (PDF) Click here for additional data file.

S5 Fig Venn diagram representing the *L*. *crocea* gene models supported by the *ab initio* prediction, homology-based methods, and RNAseq-based data. We identified 25,401 protein-coding genes based on *ab initio* gene prediction and evidence-based searches from the reference proteomes of six other teleost fish and humans, in which 24,941 genes (98.20% of the whole gene set) were supported by homology or RNAseq evidence.
(PDF) Click here for additional data file.

S6 Fig Phylogenetic analysis of crystallins in teleosts. Crystallin protein sequences of zebrafish were used to predict crystallin genes in seven other fish species. The phylogenetic tree was constructed by the maximum likelihood method in PAML. Crystallin genes *crygm2b*, *cryba1*, and *crybb3*, which encode proteins that maintain the transparency and refractive index of the lens, were significantly expanded in the genome of *L*. *crocea* relative to those of other sequenced teleosts. The khaki, orange, gold, grey, plum, wheat, and pink backgrounds represent crystallin genes in the genomes of medaka, Atlantic cod, zebrafish, green spotted pufferfish, three spined stickleback, Japanese pufferfish, and large yellow croaker respectively.
(PDF) Click here for additional data file.

S7 Fig Expansion of the olfactory receptor (OR)-like genes of “eta” group in *L*. *crocea* genome. The tree circular cladogram was constructed by the maximum likelihood method in PAML. *L*. *crocea* possessed the highest number of “eta” group olfactory receptor (OR)-like genes (30, *P* < 0.001) relative to those of other sequenced teleosts, which may contribute to the olfactory detection abilities. The blue, khaki, orange, gold, grey, plum, wheat, and pink backgrounds represent the OR-like genes of “eta” group in the genomes of human, medaka, Atlantic cod, zebrafish, green spotted pufferfish, three spined stickleback, Japanese pufferfish, and large yellow croaker respectively.
(PDF) Click here for additional data file.

S8 Fig Expansion of tripartite motif-containing protein 25 (TRIM25) gene family in *L*. *crocea* genome. The tree circular cladogram was constructed by the maximum likelihood method in PAML. The blue, khaki, orange, grey, plum, wheat, and pink backgrounds represent TRIM25 genes in the genomes of human, medaka, Atlantic cod, green spotted pufferfish, three spined stickleback, Japanese pufferfish, and large yellow croaker respectively.
(PDF) Click here for additional data file.

S9 Fig Expansion of NOD-like receptor family CARD domain containing 3 (NLRC3) gene family in *L*. *crocea* genome. The tree circular cladogram was constructed by the maximum likelihood method in PAML. The blue, khaki, orange, grey, plum, wheat, and pink backgrounds represent NLRC3 genes in the genomes of human, medaka, Atlantic cod, green spotted pufferfish, three spined stickleback, Japanese pufferfish, and large yellow croaker respectively.
(PDF) Click here for additional data file.

S10 Fig Differentially expressed genes (DEGs) in the *L*. *crocea* brains under hypoxic and normal conditions. 

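Of the 8313 genes called at 1 or more time points, 5567 (67.0%) were only down-regulated, 1859 (22.4%) were only up-regulated, and 887 (10.7%) were down-regulated at some time points and up-regulated at others. These classes include genes called at a single time point. At 2 or more time points, 1902 genes were down-regulated without being up-regulated at any other, and 652 were up-regulated without being down-regulated at any other. With libraries rescaled by the median of their ratios to 0 h over the 15256 genes with an RPKM of at least 1 in every library, 4386 genes were only down-regulated and 2573 only up-regulated. Under an assumed coefficient of variation of 0.4, the order was reversed, with 88 genes only down-regulated and 158 only up-regulated. Under one of 0.2 it was kept, with 1339 genes only down-regulated and 573 only up-regulated. The coefficient of 0.4 exceeds the spread between the libraries other than 6 h, but was not shown to exceed that at 6 h. Under it, 171 genes were called at 1 h and 66 at 24 h. At 1 h, 114 genes with more than 200 reads over both libraries rose at least 32-fold, and 113 of them also rose at 24 h. They may make up much of the 158, but how many were among these was not counted.

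**Figure D4:**
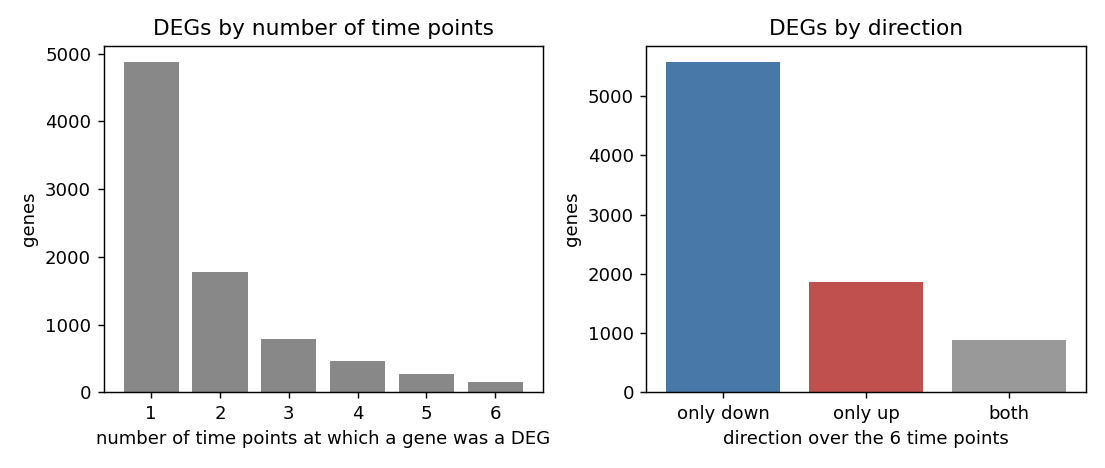
Left, number of DEGs by the number of time points, from 1 to 6, at which each was called against the 0 h library. Right, number of DEGs only down-regulated, only up-regulated, or both over the 6 time points. The largest groups are the 4872 genes called at a single time point and the 5567 genes only down-regulated.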

We define the fold change ≥2 and FDR ≤0.001 as significant DEGs. (**A**) The 5564 DEGs were significantly down-regulated at more than one time point after hypoxia exposure and not significantly up-regulated at other time points. (**B**) The 1948 DEGs were significantly up-regulated at more than one time point after hypoxia exposure and not significantly down-regulated at other time points. (**C**) The 890 DEGs were significantly up-regulated at some time points and significantly down-regulated at other time points under hypoxia.
(PDF) Click here for additional data file.

S11 Fig Number of differentially expressed genes (DEGs) at different time points under hypoxia. The comparisons of gene expression difference between control (0 h) and each time point after hypoxia induction (1, 3, 6, 12, 24, and 48 h) were performed using the method described by Audic and Claverie [77]. The significant DEGs are defined as fold change ≥2 and FDR ≤0.001. The Y-axis represents the number of differentially expressed genes under hypoxia; The X-axis represents the time of hypoxia induction. 

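Of the 4489 genes called at 6 h, 2689 (59.9%) were called at no other time point. The genes called at only 1 time point numbered 677 at 1 h, 479 at 3 h, 457 at 12 h, 208 at 24 h and 362 at 48 h. The ratio of down-regulated to up-regulated genes was 4.51 at 6 h, the highest of the 6 time points, and 1.28 at 24 h, the lowest. Each number compares 1 library with the 0 h library, without a replicate check.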

Hypoxia stress induced a response with the largest number of genes (4,535 genes) at 6 h, indicating that genes with regulated expression at 6 h may be critical for the response.
(PDF) Click here for additional data file.

S12 Fig The dynamic expression patterns of the genes involved in potential neuro-endocrine-immunity network in the *L*. *crocea* brain under hypoxia. The gene expression levels were calculated based on RPKM values [69], and comparisons of gene expression difference between control (0 h) and each time point after hypoxia exposure (1, 3, 6, 12, 24, and 48 h) were performed using the method described by Audic and Claverie [77]. Genes with fold change ≥ 2 and FDR ≤ 0.001 were defined as differentially expressed genes (DEGs). Gene expression patterns were analyzed by the open source clustering software Cluster 3.0 and presented using the GraphPad Prism 5 software. The Y-axis is log_2_ ratio of fold changes relative to control. The key hypothalamic-pituitary-adrenal (HPA) axis-relevant genes, including corticotropin-releasing factor (*CRF*), CRF receptor 1 (*CRFR1*), pro-opiomelanocortin (*POMC*), and CRF-binding protein (*CRFBP*) displayed a down-up-down-up (W-type) dynamic expression pattern under hypoxia stress. In contrast, the endothelin-1 (ET-1) and adrenomedullin (ADM) genes showed an up-down-up-down (M-type) dynamic expression pattern, and the time of inflexion point corresponded with that of *CRF*, *CRFR1*, *POMC*, and *CRFBP*. The expression of the inflammatory cytokine genes (*IL-6*/*TNF-α*) also showed the M-type pattern and was consistent with that of *ET-1/ADM*. Besides, both *SOCS-1* and *SOCS-3* in the *L*. *crocea* brain display opposite expression patterns against *IL-6* and *TNF-α*.
(PDF) Click here for additional data file.

S13 Fig Real-time PCR analysis of selected differentially expressed genes identified in the brain transcriptomes of hypoxia-induced *L*. *crocea*. Total RNA was extracted from the brain tissues of *L*. *crocea* collected at 0, 1, 3, 6, 12, 24 and 48 h after hypoxia induction. Expression levels of selected genes involved in neuro-endocrine-immunity network (*CRF*, *CRFR1*, *POMC*, *ET-1*, *ADM*, *IL-6*, *SOCS-1* and *SOCS-3*) in the brain tissues at each time point after hypoxia induction were detected by real-time PCR. The expression levels of each gene were expressed relative to those of β-actin in each sample using the 2^-ΔΔCT^ method [79]. Each real-time PCR assay was repeated three times. The data of real-time PCR were expressed as the standard error of the mean (SEM). Two-tailed Student’s t test was used for the significance test of the gene expression levels in brain tissues between 0 h and each time point after hypoxia exposure. ^*^ *P*< 0.05, ^**^ *P*< 0.01.
(PDF) Click here for additional data file.

S14 Fig Expression profiles of the genes involved in potential neuro-endocrine-metabolism network in the *L*. *crocea* brain under hypoxia. The gene expression levels were calculated based on RPKM values [69], and comparisons of gene expression difference between control (0 h) and each time point after hypoxia exposure (1, 3, 6, 12, 24, and 48 h) were performed using the method described by Audic and Claverie [77]. Genes with fold change ≥ 2 and FDR ≤ 0.001 were defined as differentially expressed genes (DEGs). Gene expression patterns were analyzed by the open source clustering software Cluster 3.0 and presented using the Java TreeView. Genes shown in red are up-regulated, and those shown in green are down-regulated, relative to the control. Genes with no expression are shown in gray. Values in toolbar are log_2_ ratio of fold changes relative to control.
(PDF) Click here for additional data file.

S15 Fig Real-time PCR analysis of selected differentially expressed genes identified in the brain transcriptomes of hypoxia-induced *L*. *crocea*. Total RNA was extracted from the brain tissues of *L*. *crocea* collected at 0, 1, 3, 6, 12, 24, and 48 h after hypoxia induction. Expression levels of selected genes involved in neuro-endocrine-metabolism network (*TRH*, *TRHR*, *TSHβ*, *TRα*, *PDC E1α*, *SCS*, *FH*, and *ALDOA*) in the brain tissues at each time point after hypoxia induction were detected by real-time PCR. The expression levels of each gene were expressed relative to those of β-actin in each sample using the 2^-ΔΔCT^ method [79]. Each real-time PCR assay was repeated three times. The data of real-time PCR were expressed as the standard error of the mean (SEM). Two-tailed Student’s t test was used for the significance test of the gene expression levels in brain tissues between 0 h and each time point after hypoxia exposure. ^*^ *P*< 0.05, ^**^ *P*< 0.01.
(PDF) Click here for additional data file.

S16 Fig Expression profiles of protein synthesis-related genes in the *L*. *crocea* brain under hypoxia. The gene expression levels were calculated based on RPKM values [69], and comparisons of gene expression difference between control (0 h) and each time point after hypoxia exposure (1, 3, 6, 12, 24, and 48 h) were performed using the method described by Audic and Claverie [77]. Genes with fold change ≥ 2 and FDR ≤ 0.001 were defined as differentially expressed genes (DEGs). Gene expression patterns were analyzed by the open source clustering software Cluster 3.0 and presented using the Java TreeView. Genes shown in red are up-regulated, and those shown in green are down-regulated, relative to the control. Genes with no expression are shown in gray. Values in toolbar are log_2_ ratio of fold changes relative to control.
(PDF) Click here for additional data file.

S17 Fig Expansion of the N-acetylgalactosaminyl transferase (GALNT) gene family in *L*. *crocea* genome. Distribution of GALNTs 1–14 in the genomes of human, zebrafish, stickleback, Japanese pufferfish, green spotted pufferfish, and large yellow croaker is shown.
(PDF) Click here for additional data file.

S18 Fig Enrichment of Gene Ontology categories for skin mucus proteins. Here we applied the EnrichPipeline to extract annotation information in Gene Ontology with *P*<0.01. The functions are summarized in three main categories: biological process, cellular component, and molecular function.
(PDF) Click here for additional data file.

S19 Fig Real-time PCR analysis of selected genes in the brain tissues of untreated *L*. *crocea*. Total RNA was extracted from *L*. *crocea* brain tissues collected at 0, 3, 6, 12, and 24 h with no hypoxia treatment. Expression levels of six selected genes (*CRF*, *CRFR1*, *SOCS1*, *TRHR*, *SCS*, and *FH*), which were identified as differentially expressed genes in the brain transcriptomes of hypoxia-induced *L*. *crocea* (S12 and S14 Fig.), in the untreated brain tissues at each time point were detected by real-time PCR. The expression levels of each gene were expressed relative to those of β-actin in each sample using the 2^-ΔΔCT^ method [79]. Each real-time PCR assay was repeated three times. The data of real-time PCR were expressed as the standard error of the mean (SEM). Two-tailed Student’s t test was used for the significance test of the gene expression levels in brain tissues between 0 h and each later time point. The results showed that the expression levels of these six genes were not significantly changed between 0 h and each later time point in brain tissues of untreated fish, suggesting that the gene expression alterations under hypoxia should not come from change in the baseline expression levels.
(PDF) Click here for additional data file.

S1 Table Summary of BACs used in *L*. *crocea* genome project. (PDF) Click here for additional data file.

S2 Table Summary of k-mer analysis. (PDF) Click here for additional data file.

S3 Table Stastics of BAC sequences used for mergence. (PDF) Click here for additional data file.

S4 Table Information of whole-genome shotgun reads. (PDF) Click here for additional data file.

S5 Table Statistics of final assembly. (PDF) Click here for additional data file.

S6 Table Genome assembly validation by transcripts mapping. (PDF) Click here for additional data file.

S7 Table Summary of genome assembly of seven sequenced teleost species. (PDF) Click here for additional data file.

S8 Table Summary of repetitive elements in *L*. *crocea* genome. (PDF) Click here for additional data file.

S9 Table Top ten transposable elements (TE) in seven teleost species. (PDF) Click here for additional data file.

S10 Table Comparison of repeat content from nine sequenced vertebrate species. (PDF) Click here for additional data file.

S11 Table Statistics of predicted protein-coding genes. (PDF) Click here for additional data file.

S12 Table Functional classification of *L*. *crocea* genes. (PDF) Click here for additional data file.

S13 Table Summary of gene families in the genomes of nine sequenced vertebrate species by Treefam. (PDF) Click here for additional data file.

S14 Table Gene Ontology of expanded gene families in *L*. *crocea* genome. (PDF) Click here for additional data file.

S15 Table Gene Ontology of contracted gene families in *L*. *crocea* genome. (PDF) Click here for additional data file.

S16 Table Positive selection genes in *L*. *crocea* genome. (PDF) Click here for additional data file.

S17 Table Copy number of vision-related genes in seven sequenced teleost species. (PDF) Click here for additional data file.

S18 Table Olfactory receptor-like gene repertoire in seven sequenced teleost species. (PDF) Click here for additional data file.

S19 Table Copy number of auditory sense-related genes in seven sequenced teleost species. (PDF) Click here for additional data file.

S20 Table Comparison of the genes encoding for selenoproteins between *L*. *crocea* and other sequenced vertebrate species. (PDF) Click here for additional data file.

S21 Table Characterization of the *L*. *crocea* immune system. (PDF) Click here for additional data file.

S22 Table Number of genes related to immunity in *L*. *crocea* and other six fish genomes. (PDF) Click here for additional data file.

S23 Table Genes involved in mucin biosynthesis and mucus production. (PDF) Click here for additional data file.

S24 Table Summary of MS/MS spectra and proteins identified in the *L*. *crocea* skin mucus under air exposure. (PDF) Click here for additional data file.

S25 Table Antioxidant proteins identified in the *L*. *crocea* mucus proteome. (PDF) Click here for additional data file.

S26 Table Oxygen binding-related proteins identified in the *L*. *crocea* mucus proteome. (PDF) Click here for additional data file.

S27 Table Immunity-related proteins identified in the *L*. *crocea* mucus proteome. (PDF) Click here for additional data file.

S28 Table Number of ion binding-related proteins identified in the *L*. *crocea* mucus proteome. (PDF) Click here for additional data file.

S29 Table Summary of the data for transcriptomes under hypoxia and read alignment ratios to *L*. *crocea* genome and its CDS. 

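S29 Table gives for each of the 7 libraries the clean reads left after removal of adaptor-containing and low-quality reads, the bases they hold, and the percent of them that aligned to the genome and to the CDS. The alignment to the genome counts reads from any part of the assembly, including untranslated regions, introns and sequence outside genes. The alignment to the CDS counts reads on the protein-coding part of predicted genes, from which the RPKM values were made. The gap between both shares was widest at 6 h, where 74.45% of the clean reads aligned to the genome and 23.98% to the CDS.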

(PDF) Click here for additional data file.

S30 Table Primer sequences for real-time PCR. (PDF) Click here for additional data file.

S1 Text Background materials. (PDF) Click here for additional data file.

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S4 Fig

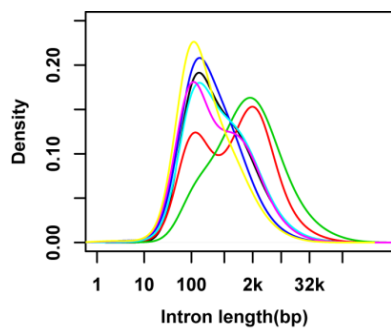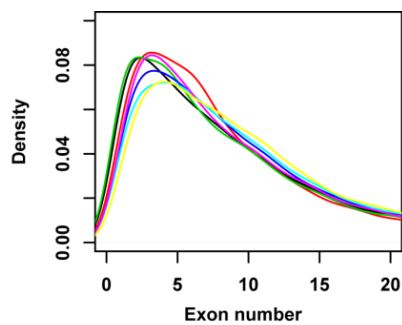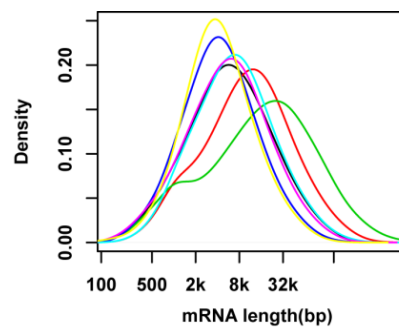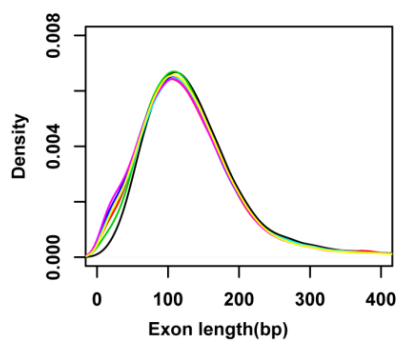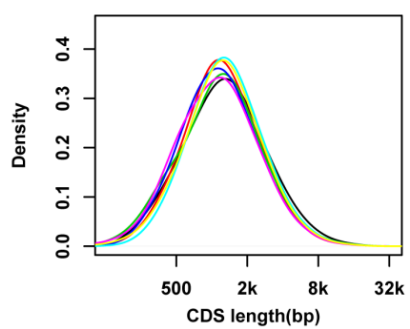

*Larimichthys\_crocea*  
*Danio\_rerio*  
*Homo\_sapiens*  
*Gasterosteus\_aculeatus*  
*Oreochromis\_niloticus*  
*Oryzias\_latipes*  
*Takifugu\_rubripes*

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S17 Fig — Distribution of GALNTs 1–14 in the genomes of human, zebrafish, stickleback, Japanese pufferfish, green spotted pufferfish, and large yellow croaker is shown.

**Human**

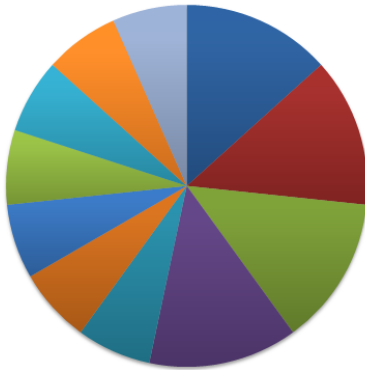

**15 genes**

**Zebrafish**

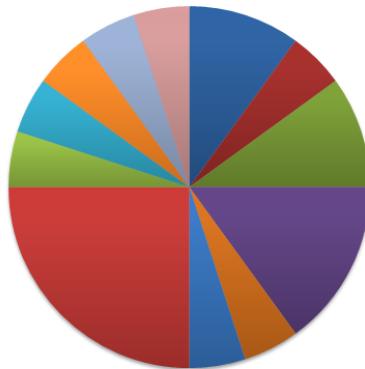

**20 genes**

**Stickleback**

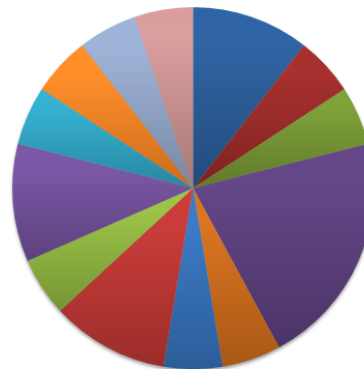

**19 genes**

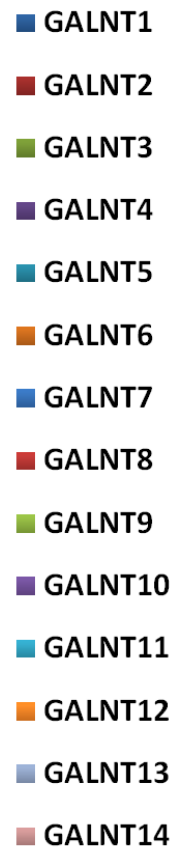

**Japanese  
pufferfish**

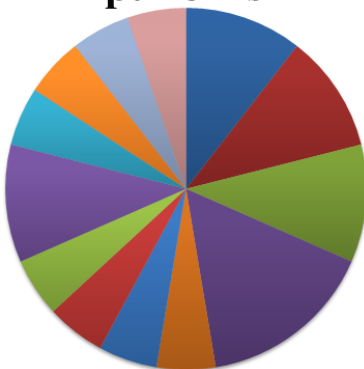

**19 genes**

**Green spotted  
pufferfish**

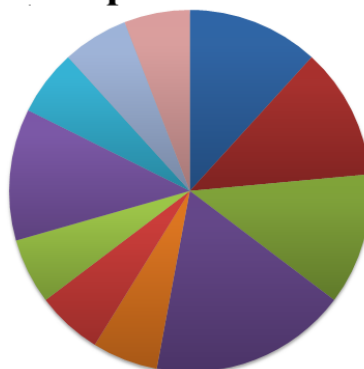

**17 genes**

**Large yellow  
croaker**

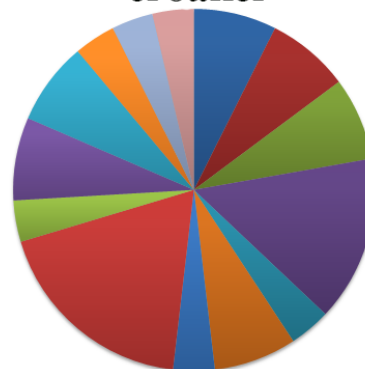

**27 genes**

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S1 Table

**Table S1: Summary of BACs used in *L. crocea* genome project**

| <b>Average<br/>Length of<br/>BAC (Kbp)</b> | <b>BAC<br/>Number</b> | <b>96-well<br/>Plates</b> | <b>Sequence<br/>Bases (Gbp)</b> | <b>Average per<br/>BAC (×)</b> | <b>Genome<br/>Depth (×)</b> |
|--------------------------------------------|-----------------------|---------------------------|---------------------------------|--------------------------------|-----------------------------|
| 120                                        | 42,528                | 443                       | 324.73                          | 63.63                          | 464                         |

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S2 Table

**Table S2: Summary of k-mer analysis**

| <b>k-mer<br/>size</b> | <b>k-mer<br/>number</b> | <b>Peak<br/>depth</b> | <b>Genome<br/>size</b> | <b>Used<br/>base</b> | <b>Used<br/>read</b> | <b>Coverage of<br/>Genome (×)</b> |
|-----------------------|-------------------------|-----------------------|------------------------|----------------------|----------------------|-----------------------------------|
| 17                    | 30,423,075,312          | 44                    | 691,433,530            | 36,217,946,800       | 362,179,468          | 52                                |

Based on the k-mer analysis, the genome size of *L. crocea* is calculated to be 691 Mb.

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S3 Table

**Table S3: Stastics of BAC sequences used for mergence**

|                    | Contig        |         | Scaffold      |         |
|--------------------|---------------|---------|---------------|---------|
|                    | Length (bp)   | Number  | Length (bp)   | Number  |
| N90                | 1,096         | 563,506 | 3,360         | 150,285 |
| N80                | 2,057         | 363,547 | 7,552         | 89,358  |
| N70                | 3,299         | 248,223 | 13,256        | 58,373  |
| N60                | 4,781         | 172,565 | 20,606        | 39,642  |
| N50                | 6,560         | 118,845 | 29,220        | 26,987  |
| N40                | 8,741         | 79,019  | 40,174        | 17,904  |
| N30                | 11,514        | 48,980  | 52,841        | 11,232  |
| N20                | 15,505        | 26,348  | 73,581        | 6,228   |
| N10                | 22,331        | 9,952   | 100,567       | 2,634   |
| Total length (bp): | 3,006,049,398 |         | 3,098,436,274 |         |
| Max length (bp):   | 98,562        |         | 149,895       |         |
| Number (>500 bp)   | 893,977       |         | 388,748       |         |
| Number (>2000 bp)  | 371,497       |         | 197,679       |         |

BAC sequences, which were longer than 500 bp, were merged.

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S4 Table

**Table S4: Information of whole-genome shotgun reads**

| <b>Insert Size</b> | <b>Average Read<br/>Length (bp)</b> | <b>Total Data<br/>(Gb)</b> | <b>Sequence<br/>Depth (×)</b> | <b>Physical<br/>Depth (×)</b> |
|--------------------|-------------------------------------|----------------------------|-------------------------------|-------------------------------|
| 170 bp             | 100                                 | 13.95                      | 19.62                         | 49.06                         |
| 500 bp             | 100                                 | 22.27                      | 31.32                         | 26.62                         |
| 2 kbp              | 49                                  | 18.87                      | 26.54                         | 541.68                        |
| 5 kbp              | 49                                  | 4.84                       | 6.80                          | 346.97                        |
| 10 kbp             | 49                                  | 6.28                       | 8.83                          | 901.02                        |
| 20 kbp             | 49                                  | 3.30                       | 4.64                          | 946.35                        |
| 40 kbp             | 49                                  | 0.97                       | 1.36                          | 556.85                        |
| Total              | ----                                | 70.48                      | 99.11                         | 3368.55                       |

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S5 Table

**Table S5: Statistics of final assembly**

|                   | Contig      |        | Scaffold    |        |
|-------------------|-------------|--------|-------------|--------|
|                   | Length (bp) | Number | Length (bp) | Number |
| N90               | 14,160      | 11,390 | 285,329     | 672    |
| N80               | 25,118      | 7,939  | 463,062     | 487    |
| N70               | 36,275      | 5,754  | 662,826     | 362    |
| N60               | 48,542      | 4,180  | 856,499     | 272    |
| N50               | 63,110      | 2,980  | 1,034,540   | 200    |
| N40               | 79,292      | 2,045  | 1,257,841   | 140    |
| N30               | 100,009     | 1,298  | 1,596,367   | 91     |
| N20               | 130,560     | 711    | 1,997,749   | 53     |
| N10               | 180,093     | 274    | 2,413,492   | 22     |
| Total length (bp) | 661,327,267 |        | 678,964,076 |        |
| Max length (bp)   | 716,891     |        | 4,914,789   |        |
| Number (>500 bp)  | 20,385      |        | 6,019       |        |
| Number (>1000 bp) | 27,015      |        | 3,146       |        |
| Number (>2000 bp) | 26,882      |        | 2,251       |        |

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S7 Table

**Table S7: Summary of genome assembly of seven sequenced teleost species**

| Species                       | Total length of scaffolds (bp) | Total length of contigs (bp) | Percentage of gaps | N50 of scaffolds (bp) | N50 of contigs (bp) | Number of scaffolds | Number of contigs |
|-------------------------------|--------------------------------|------------------------------|--------------------|-----------------------|---------------------|---------------------|-------------------|
| <i>Larimichthys crocea</i>    | 678,964,076                    | 661,327,267                  | 2.60%              | 1,034,540             | 63,110              | 6,019               | 27,015            |
| <i>Gadus morhua</i>           | 832,114,588                    | 607,869,276                  | 26.95%             | 136,353               | 2,310               | 398,859             | 555,245           |
| <i>Takifugu rubripes</i>      | 393,312,790                    | 351,017,437                  | 10.75%             | 858,115               | 49,304              | 7,214               | 33,204            |
| <i>Oryzias latipes</i>        | 869,000,216                    | 700,384,697                  | 19.40%             | 29,908,082            | 9,628               | 7,189               | 134,399           |
| <i>Tetraodon nigroviridis</i> | 358,618,246                    | 302,293,082                  | 15.71%             | 13,390,619            | 30,260              | 27                  | 33,235            |
| <i>Gasterosteus aculeatus</i> | 461,533,321                    | 446,627,734                  | 3.23%              | 18,115,788            | 83,204              | 1,842               | 16,966            |
| <i>Danio rerio</i>            | 1,412,464,843                  | 1,409,741,015                | 0.19%              | 54,093,808            | 1,073,451           | 1,133               | 28,972            |

Assemblies of six other teleost species are downloaded from Ensemble74. Since *Oryzias latipes*, *Tetraodon nigroviridis*, *Gasterosteus aculeatus*, and *Danio rerio* were anchored to chromosomes (Shadowed background), their scaffold N50 is larger than 10 Mb.

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S8 Table

**Table S8: Summary of repetitive elements in *L. crocea* genome**

| <b>TE<br/>subtype</b>    | <b>RepeatMasker</b> |                | <b>ProteinMasker</b> |                | <b>Repeatscout</b> |                | <b>Combination</b> |                |
|--------------------------|---------------------|----------------|----------------------|----------------|--------------------|----------------|--------------------|----------------|
|                          | <b>#base</b>        | <b>%genome</b> | <b>#base</b>         | <b>%genome</b> | <b>#base</b>       | <b>%genome</b> | <b>#base</b>       | <b>%genome</b> |
| <b>DNA</b>               | 19,575,778          | 2.88           | 4,206,662            | 0.62           | 25,051,324         | 3.69           | 35,335,543         | 5.20           |
| <b>LINE</b>              | 11,874,487          | 1.75           | 10,982,979           | 1.62           | 13,995,684         | 2.06           | 19,862,941         | 2.93           |
| <b>LTR</b>               | 9,754,813           | 1.44           | 5,727,464            | 0.84           | 8,078,576          | 1.19           | 14,945,772         | 2.20           |
| <b>Other</b>             | 7,999               | 0.00           | 0                    | 0.00           | 0                  | 0.00           | 7,999              | 0.00           |
| <b>SINE</b>              | 2,268,995           | 0.33           | 0                    | 0.00           | 2,501,774          | 0.37           | 3,687,458          | 0.54           |
| <b>Satellite</b>         | 0                   | 0.00           | 0                    | 0.00           | 2,755,142          | 0.41           | 2,755,142          | 0.41           |
| <b>Simple<br/>repeat</b> | 0                   | 0.00           | 0                    | 0.00           | 3,945,489          | 0.58           | 3,945,489          | 0.58           |
| <b>Unknown</b>           | 541,527             | 0.08           | 0                    | 0.00           | 41,857,750         | 6.16           | 42,374,776         | 6.24           |
| <b>Total</b>             | 44,023,599          | 6.48           | 20,917,105           | 3.08           | 98,185,739         | 14.46          | 122,915,120        | 18.10          |

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S9 Table

**Table S9: Top ten transposable elements (TE) in seven teleost species**

| <b>Fam ID</b>       | <i>Larimichthys<br/>crocea</i> | <i>Danio<br/>rerio</i> | <i>Gadus<br/>morhua</i> | <i>Gasterosteus<br/>aculeatus</i> | <i>Oryzias<br/>latipes</i> | <i>Takifugu<br/>rubripes</i> | <i>Tetraodon<br/>nigroviridis</i> |
|---------------------|--------------------------------|------------------------|-------------------------|-----------------------------------|----------------------------|------------------------------|-----------------------------------|
| <b>SINE/V</b>       | 5,616                          | 152,886                | 168                     | 4,851                             | 14,797                     | 1,298                        | 1,401                             |
| <b>SINE/MIR</b>     | 3,833                          | 30                     | 3,797                   | 3,044                             | 6,296                      | 49                           | 27                                |
| <b>DNA/DNA</b>      | 3,831                          | 322,831                | 1,366                   | 638                               | 2,517                      | 174                          | 41                                |
| <b>DNA/TcMar</b>    | 3,630                          | 188,595                | 1,131                   | 2,564                             | 20,945                     | 3,708                        | 1,395                             |
| <b>SINE/Mermaid</b> | 3,115                          | 39                     | 71                      | 249                               | 7,474                      | 3,321                        | 374                               |
| <b>LTR/Gypsy</b>    | 2,580                          | 32,588                 | 2,119                   | 6,135                             | 3,027                      | 3,698                        | 432                               |
| <b>LTR/ERVK</b>     | 1,776                          | 2,126                  | 8,475                   | 1,102                             | 157                        | 955                          | 1,205                             |
| <b>DNA/hAT</b>      | 1,634                          | 310,603                | 1,375                   | 1,143                             | 5,919                      | 2,701                        | 1,615                             |
| <b>LINE/L2</b>      | 1,266                          | 9,323                  | 1,068                   | 1,148                             | 3,237                      | 1,281                        | 46                                |
| <b>LINE/RTE</b>     | 1,001                          | 1,458                  | 490                     | 549                               | 4,743                      | 1,188                        | 541                               |

TE was identified by alignment and rebased by RepeatMasker. To confirm the completeness of TE, we chose TE with length >30 bp, aligning ratio>0.2, and divergence>50% for rebasing the reference TE, respectively.

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S10 Table

**Table S10: Comparison of repeat content from nine sequenced vertebrate species**

|                               | Genome length<br>(Mbp) | Repeat content from<br>RepeatMasker (%) | Repeat content from<br>publication (%) |
|-------------------------------|------------------------|-----------------------------------------|----------------------------------------|
| <i>Larimichthys crocea</i>    | 679                    | 6.02                                    | 18.1                                   |
| <i>Danio rerio</i>            | 1,412                  | 49.48                                   | 52.2                                   |
| <i>Gadus morhua</i>           | 832                    | 10.66                                   | 25.4                                   |
| <i>Gasterosteus aculeatus</i> | 462                    | 7.08                                    | 25.2                                   |
| <i>Oryzias latipes</i>        | 869                    | 8.56                                    | 17.5                                   |
| <i>Takifugu rubripes</i>      | 393                    | 7.74                                    | --                                     |
| <i>Tetraodon nigroviridis</i> | 359                    | 4.60                                    | --                                     |
| <i>Mus musculus</i>           | 2,717                  | 37.69                                   | 38                                     |
| <i>Homo sapiens</i>           | 3,096                  | 40.08                                   | 45                                     |

Our results showed that *L. crocea* had a relative compact genome structure.

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S11 Table

**Table S11: Statistics of predicted protein-coding genes**

|                               |                                          | Gene<br>number | Complete<br>ORF | %            | Single<br>Exongene | %     | Average<br>transcript<br>length<br>(bp) | Average<br>CDS<br>length<br>(bp) | Average<br>exons<br>per gene | Average<br>exon<br>length<br>(bp) | Average<br>intron<br>length<br>(bp) |
|-------------------------------|------------------------------------------|----------------|-----------------|--------------|--------------------|-------|-----------------------------------------|----------------------------------|------------------------------|-----------------------------------|-------------------------------------|
| Denovo                        | august                                   | 30,182         | 30,014          | 99.44        | 3,873              | 12.83 | 10,123                                  | 1,428                            | 7.99                         | 179                               | 1,243                               |
|                               | genescan                                 | 38,196         | 38,196          | 100.00       | 3,061              | 8.01  | 12,441                                  | 1,529                            | 8.30                         | 184                               | 1,496                               |
|                               | snap                                     | 65,053         | 61,944          | 95.22        | 4,061              | 6.24  | 16,083                                  | 1,104                            | 7.80                         | 142                               | 2,203                               |
| RNAseq                        | RNAseq                                   | 39,528         | 22              | 0.06         | 0                  | 0.00  | 11,227                                  | 2,151                            | 8.06                         | 267                               | 1,285                               |
| Homo                          | <i>Danio rerio</i>                       | 31,003         | 4,245           | 13.69        | 6,750              | 21.77 | 7,870                                   | 1,369                            | 7.18                         | 191                               | 1,052                               |
|                               | <i>Gasterosteus aculeatus</i>            | 31,883         | 4,727           | 14.83        | 8,478              | 26.59 | 7,417                                   | 1,224                            | 7.03                         | 174                               | 1,026                               |
|                               | <i>Homo sapiens</i>                      | 22,525         | 2,020           | 8.97         | 4,224              | 18.75 | 9,213                                   | 1,390                            | 8.20                         | 169                               | 1,086                               |
|                               | <i>Oreochromis niloticus</i>             | 34,331         | 6,936           | 20.20        | 8,387              | 24.43 | 7,523                                   | 1,299                            | 7.04                         | 184                               | 1,030                               |
|                               | <i>Oryzias latipes</i>                   | 34,788         | <b>4,169</b>    | <b>11.98</b> | 9,248              | 26.58 | 6,608                                   | 1,176                            | 6.43                         | 183                               | 1,001                               |
|                               | <i>Takifugu rubripes</i>                 | 27,029         | 3,802           | 14.07        | 5,311              | 19.65 | 8,802                                   | 1,396                            | 7.94                         | 176                               | 1,067                               |
|                               | <i>Tetraodon nigroviridis</i>            | 25,342         | 3,911           | 15.43        | 3,756              | 14.82 | 8,831                                   | 1,401                            | 8.24                         | 170                               | 1,026                               |
| Glean                         | Glean                                    | 26,922         | 26,039          | 96.72        | 2,867              | 10.65 | 13,508                                  | 1,716                            | 9.49                         | 181                               | 1,390                               |
| Final                         | Final (filt denovo genes<br>with rpkm<1) | 25,401         | 24,523          | 96.54        | 2,321              | 9.14  | 13,816                                  | 1,766                            | 9.91                         | 178                               | 1,353                               |
| Closely<br>related<br>species | <i>Danio rerio</i>                       | 25,663         | 19,100          | 74.43        | 1,636              | 6.37  | 24,727                                  | 1,583                            | 9.28                         | 170                               | 2,794                               |
|                               | <i>Gasterosteus aculeatus</i>            | 20,756         | 8,146           | 39.25        | 1,085              | 5.23  | 8,577                                   | 1,539                            | 10.41                        | 148                               | 748                                 |
|                               | <i>Homo sapiens</i>                      | 20,087         | 19,111          | 95.14        | 2,188              | 10.89 | 51,959                                  | 1,608                            | 9.46                         | 170                               | 5,952                               |
|                               | <i>Oreochromis niloticus</i>             | 21,437         | 12,917          | 60.26        | 1,067              | 4.98  | 14,906                                  | 1,714                            | 10.90                        | 157                               | 1,332                               |
|                               | <i>Oryzias latipes</i>                   | 19,658         | 6,978           | 35.50        | 1,009              | 5.13  | 12,428                                  | 1,505                            | 10.21                        | 147                               | 1,186                               |
|                               | <i>Takifugu rubripes</i>                 | 18,508         | 5,487           | 29.65        | 643                | 3.47  | 7,719                                   | 1,651                            | 11.05                        | 149                               | 604                                 |
|                               | <i>Tetraodon nigroviridis</i>            | 19,570         | 6,837           | 34.94        | 777                | 3.97  | 6,191                                   | 1,512                            | 10.52                        | 144                               | 492                                 |

Light green background corresponds to *Larimichthys crocea*.

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S12 Table

**Table S12: Functional classification of *L. crocea* genes**

|             | Gene number | Percent |
|-------------|-------------|---------|
| InterPro    | 20943       | 82.45%  |
| KEGG        | 9951        | 39.18%  |
| Swissprot   | 23178       | 91.25%  |
| TrEMBL      | 24671       | 97.13%  |
| Annotated   | 24729       | 97.35%  |
| Unannotated | 672         | 2.65%   |

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S14 Table

**Table S14: Gene Ontology of expanded gene families in *L. crocea* genome**

| GO_ID      | GO_Term                                                                                                                       | P-value  | Adjusted P-value |
|------------|-------------------------------------------------------------------------------------------------------------------------------|----------|------------------|
| GO:0005911 | cell-cell junction                                                                                                            | 5.10E-72 | 2.50E-69         |
| GO:0044430 | cytoskeletal part                                                                                                             | 2.18E-35 | 2.67E-33         |
| GO:0005923 | tight junction                                                                                                                | 1.45E-30 | 8.85E-29         |
| GO:0046872 | metal ion binding                                                                                                             | 2.15E-30 | 1.17E-28         |
| GO:0003774 | motor activity                                                                                                                | 1.06E-27 | 4.33E-26         |
| GO:0016459 | myosin complex                                                                                                                | 1.47E-23 | 5.53E-22         |
| GO:0007156 | homophilic cell adhesion                                                                                                      | 1.27E-22 | 4.45E-21         |
| GO:0004222 | metalloendopeptidase activity                                                                                                 | 4.21E-19 | 1.21E-17         |
| GO:0046914 | transition metal ion binding                                                                                                  | 8.55E-19 | 2.33E-17         |
| GO:0005856 | cytoskeleton                                                                                                                  | 9.35E-18 | 2.41E-16         |
| GO:0008270 | zinc ion binding                                                                                                              | 6.54E-17 | 1.53E-15         |
| GO:0005198 | structural molecule activity                                                                                                  | 3.50E-14 | 6.94E-13         |
| GO:0008237 | metallopeptidase activity                                                                                                     | 3.54E-14 | 6.94E-13         |
| GO:0044459 | plasma membrane part                                                                                                          | 1.75E-13 | 2.96E-12         |
| GO:0004499 | N,N-dimethylanilinemonooxygenase activity                                                                                     | 1.34E-11 | 1.99E-10         |
| GO:0016165 | lipoxygenase activity                                                                                                         | 2.96E-11 | 4.15E-10         |
| GO:0004930 | G-protein coupled receptor activity                                                                                           | 1.95E-10 | 2.46E-09         |
| GO:0005833 | hemoglobin complex                                                                                                            | 8.04E-10 | 9.39E-09         |
| GO:0030246 | carbohydrate binding                                                                                                          | 8.53E-10 | 9.59E-09         |
| GO:0016702 | oxidoreductase activity, acting on single donors with incorporation of molecular oxygen, incorporation of two atoms of oxygen | 1.98E-09 | 2.07E-08         |
| GO:0006691 | leukotriene metabolic process                                                                                                 | 5.05E-09 | 4.67E-08         |
| GO:0015671 | oxygen transport                                                                                                              | 5.75E-09 | 5.12E-08         |
| GO:0019825 | oxygen binding                                                                                                                | 1.01E-08 | 8.55E-08         |
| GO:0005529 | sugar binding                                                                                                                 | 1.37E-07 | 1.07E-06         |
| GO:0003956 | NAD(P)+-protein-arginine ADP-ribosyltransferase activity                                                                      | 1.83E-07 | 1.40E-06         |
| GO:0043234 | protein complex                                                                                                               | 3.36E-07 | 2.42E-06         |
| GO:0005488 | binding                                                                                                                       | 4.42E-07 | 3.14E-06         |
| GO:0006915 | apoptotic process                                                                                                             | 5.81E-07 | 3.95E-06         |
| GO:0005509 | calcium ion binding                                                                                                           | 7.51E-07 | 5.04E-06         |
| GO:0004668 | protein-arginine deiminase activity                                                                                           | 9.35E-07 | 5.87E-06         |
| GO:0050661 | NADP binding                                                                                                                  | 1.05E-06 | 6.54E-06         |
| GO:0042981 | regulation of apoptotic process                                                                                               | 2.48E-06 | 1.43E-05         |
| GO:0004888 | transmembrane signaling receptor activity                                                                                     | 2.82E-06 | 1.52E-05         |
| GO:0018101 | peptidyl-citrulline biosynthetic process from peptidyl-arginine                                                               | 3.70E-06 | 1.89E-05         |
| GO:0016503 | pheromone receptor activity                                                                                                   | 3.70E-06 | 1.89E-05         |
| GO:0043232 | intracellular non-membrane-bounded organelle                                                                                  | 1.37E-05 | 6.03E-05         |

|            |                                                           |          |          |
|------------|-----------------------------------------------------------|----------|----------|
| GO:0005874 | microtubule                                               | 1.88E-05 | 8.16E-05 |
| GO:0005922 | connexon complex                                          | 2.99E-05 | 1.26E-04 |
| GO:0051258 | protein polymerization                                    | 7.04E-05 | 2.83E-04 |
| GO:0004869 | cysteine-type endopeptidase inhibitor activity            | 8.32E-05 | 3.31E-04 |
| GO:0007155 | cell adhesion                                             | 8.65E-05 | 3.37E-04 |
| GO:0016042 | lipid catabolic process                                   | 8.79E-05 | 3.39E-04 |
| GO:0000228 | nuclear chromosome                                        | 9.89E-05 | 3.76E-04 |
| GO:0044464 | cell part                                                 | 1.22E-04 | 4.51E-04 |
| GO:0044446 | intracellular organelle part                              | 1.65E-04 | 5.90E-04 |
| GO:0004872 | receptor activity                                         | 1.70E-04 | 5.99E-04 |
| GO:0017111 | nucleoside-triphosphatase activity                        | 2.50E-04 | 8.65E-04 |
| GO:0006471 | protein ADP-ribosylation                                  | 2.88E-04 | 9.76E-04 |
| GO:0005525 | GTP binding                                               | 5.33E-04 | 1.71E-03 |
| GO:0009395 | phospholipid catabolic process                            | 6.28E-04 | 1.97E-03 |
| GO:0071822 | protein complex subunit organization                      | 7.31E-04 | 2.24E-03 |
| GO:0050660 | flavin adenine dinucleotide binding                       | 7.93E-04 | 2.38E-03 |
| GO:0007018 | microtubule-based movement                                | 1.37E-03 | 4.01E-03 |
| GO:0005506 | iron ion binding                                          | 1.53E-03 | 4.44E-03 |
| GO:0004623 | phospholipase A2 activity                                 | 1.92E-03 | 5.45E-03 |
| GO:0008378 | galactosyltransferase activity                            | 2.03E-03 | 5.70E-03 |
| GO:0032991 | macromolecular complex                                    | 2.96E-03 | 8.16E-03 |
| GO:0007017 | microtubule-based process                                 | 3.11E-03 | 8.52E-03 |
| GO:0004952 | dopamine receptor activity                                | 3.42E-03 | 9.25E-03 |
| GO:0008146 | sulfotransferase activity                                 | 3.44E-03 | 9.25E-03 |
| GO:0004620 | phospholipase activity                                    | 3.67E-03 | 9.72E-03 |
| GO:0004175 | endopeptidase activity                                    | 5.46E-03 | 1.40E-02 |
| GO:0007050 | cell cycle arrest                                         | 5.57E-03 | 1.41E-02 |
| GO:0004683 | calmodulin-dependent protein kinase activity              | 8.04E-03 | 2.00E-02 |
| GO:0005272 | sodium channel activity                                   | 8.45E-03 | 2.09E-02 |
| GO:0007049 | cell cycle                                                | 9.74E-03 | 2.39E-02 |
| GO:0007186 | G-protein coupled receptor signaling pathway              | 9.86E-03 | 2.39E-02 |
| GO:0044255 | cellular lipid metabolic process                          | 1.01E-02 | 2.43E-02 |
| GO:0044425 | membrane part                                             | 1.02E-02 | 2.44E-02 |
| GO:0045028 | G-protein coupled purinergic nucleotide receptor activity | 1.07E-02 | 2.53E-02 |
| GO:0008158 | hedgehog receptor activity                                | 1.38E-02 | 3.22E-02 |
| GO:0005515 | protein binding                                           | 1.70E-02 | 3.94E-02 |

---

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S15 Table

**Table S15: Gene Ontology of contracted gene families in *L. crocea* genome**

| GO ID      | GO Term                                          | <i>P</i> -value | Adjusted<br><i>P</i> -value |
|------------|--------------------------------------------------|-----------------|-----------------------------|
| GO:0000786 | nucleosome                                       | 2.78E-15        | 1.29E-13                    |
| GO:0006334 | nucleosome assembly                              | 5.48E-15        | 1.29E-13                    |
| GO:0034622 | cellular macromolecular complex assembly         | 1.03E-14        | 2.16E-13                    |
| GO:0007186 | G-protein coupled receptor signaling pathway     | 8.69E-10        | 6.32E-09                    |
| GO:0004984 | olfactory receptor activity                      | 1.85E-09        | 1.25E-08                    |
| GO:0043232 | intracellular non-membrane-bounded organelle     | 7.19E-08        | 4.12E-07                    |
| GO:0044446 | intracellular organelle part                     | 4.06E-07        | 2.19E-06                    |
| GO:0008417 | fucosyltransferase activity                      | 5.19E-07        | 2.72E-06                    |
| GO:0032991 | macromolecular complex                           | 3.21E-06        | 1.64E-05                    |
| GO:0009987 | cellular process                                 | 6.83E-06        | 3.40E-05                    |
| GO:0016021 | integral to membrane                             | 1.39E-05        | 6.55E-05                    |
| GO:0043231 | intracellular membrane-bounded organelle         | 4.22E-05        | 1.85E-04                    |
| GO:0003677 | DNA binding                                      | 5.52E-05        | 2.32E-04                    |
| GO:0005634 | nucleus                                          | 6.43E-05        | 2.64E-04                    |
| GO:0044424 | intracellular part                               | 1.47E-04        | 5.44E-04                    |
| GO:0043229 | intracellular organelle                          | 1.53E-04        | 5.46E-04                    |
| GO:0090304 | nucleic acid metabolic process                   | 2.05E-04        | 7.06E-04                    |
| GO:0044260 | cellular macromolecule metabolic process         | 3.21E-04        | 1.08E-03                    |
| GO:0006486 | protein glycosylation                            | 8.44E-04        | 2.70E-03                    |
| GO:0043170 | macromolecule metabolic process                  | 9.73E-04        | 2.97E-03                    |
| GO:0016020 | membrane                                         | 1.09E-03        | 3.27E-03                    |
| GO:0050794 | regulation of cellular process                   | 3.01E-03        | 8.35E-03                    |
| GO:0005783 | endoplasmic reticulum                            | 1.17E-02        | 2.88E-02                    |
| GO:0035014 | phosphatidylinositol 3-kinase regulator activity | 1.50E-02        | 3.60E-02                    |
| GO:0044238 | primary metabolic process                        | 1.69E-02        | 4.00E-02                    |

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S16 Table

**Table S16: Positive selection genes in *L. crocea* genome**

| <b>Gene_ID</b>      | <b>Function</b>                                                  |
|---------------------|------------------------------------------------------------------|
| Lcro_GLEAN_10004649 | 40S ribosomal protein S18                                        |
| Lcro_GLEAN_10020306 | 55 kDa erythrocyte membrane protein                              |
| Lcro_GLEAN_10021617 | 6-phosphofructokinase type C                                     |
| Lcro_GLEAN_10020843 | A disintegrin and metalloproteinase with thrombospondin motifs 6 |
| Lcro_GLEAN_10017210 | Actin-related protein 2/3 complex subunit 5                      |
| Lcro_GLEAN_10008076 | Actin-related protein 6                                          |
| Lcro_GLEAN_10011849 | Adenosylhomocysteinase B                                         |
| Lcro_GLEAN_10018601 | Adenylosuccinatesynthetaseisozyme 2                              |
| Lcro_GLEAN_10010489 | Alcohol dehydrogenase class-3                                    |
| Lcro_GLEAN_10007833 | Ankyrin repeat and SOCS box protein 7                            |
| Lcro_GLEAN_10014551 | AP-1 complex subunit mu-1                                        |
| Lcro_GLEAN_10013443 | Arginine-glutamic acid dipeptide repeats protein                 |
| Lcro_GLEAN_10002004 | ATP-dependent RNA helicase DDX19B                                |
| Lcro_GLEAN_10013668 | Beta-chimaerin                                                   |
| Lcro_GLEAN_10015172 | Calcium-dependent secretion activator 1                          |
| Lcro_GLEAN_10011303 | cAMP and cAMP-inhibited cGMP 3',5'-cyclic phosphodiesterase 10A  |
| Lcro_GLEAN_10022363 | Casein kinase I isoform gamma-1                                  |
| Lcro_GLEAN_10013367 | CDK5 and ABL1 enzyme substrate 1                                 |
| Lcro_GLEAN_10017766 | Coiled-coil domain-containing protein 58                         |
| Lcro_GLEAN_10018252 | Collagen alpha-3(IX) chain                                       |
| Lcro_GLEAN_10002872 | Deoxyhypusine synthase                                           |
| Lcro_GLEAN_10026530 | Dual specificity protein kinase CLK2                             |
| Lcro_GLEAN_10019946 | E3 ubiquitin-protein ligase SMURF1                               |
| Lcro_GLEAN_10014912 | Endoplasmic reticulum-Golgi intermediate compartment protein 3   |
| Lcro_GLEAN_10015138 | Ephrin type-A receptor 3                                         |
| Lcro_GLEAN_10005594 | Exocyst complex component 4                                      |
| Lcro_GLEAN_10022003 | F-actin-capping protein subunit beta isoforms 1 and 2            |
| Lcro_GLEAN_10001581 | F-box only protein 32                                            |
| Lcro_GLEAN_10005953 | G1/S-specific cyclin-D2                                          |
| Lcro_GLEAN_10009848 | Gamma-aminobutyric acid receptor subunit rho-3                   |
| Lcro_GLEAN_10019755 | Gamma-tubulin complex component 5                                |
| Lcro_GLEAN_10008964 | Gap junction beta-1 protein                                      |
| Lcro_GLEAN_10010879 | Glycine amidinotransferase, mitochondrial                        |
| Lcro_GLEAN_10022207 | Glycylpeptide N-tetradecanoyltransferase 2                       |
| Lcro_GLEAN_10025336 | Insulin-like growth factor 2 mRNA-binding protein 3              |
| Lcro_GLEAN_10002040 | Large neutral amino acids transporter small subunit 2            |
| Lcro_GLEAN_10020640 | Liprin-alpha-2                                                   |
| Lcro_GLEAN_10018775 | Mediator of RNA polymerase II transcription subunit 14           |
| Lcro_GLEAN_10020068 | Membrane-bound transcription factor site-1 protease              |
| Lcro_GLEAN_10003950 | Metallophosphoesterase MPPED2                                    |
| Lcro_GLEAN_10003121 | Mitochondrial fission 1 protein                                  |

|                     |                                                                                   |
|---------------------|-----------------------------------------------------------------------------------|
| Lcro_GLEAN_10020274 | Mothers against decapentaplegic homolog 1                                         |
| Lcro_GLEAN_10025732 | Multidrug resistance-associated protein 1                                         |
| Lcro_GLEAN_10017264 | Myosin light chain 1, skeletal muscle isoform                                     |
| Lcro_GLEAN_10002126 | Myotubularin-related protein 9                                                    |
| Lcro_GLEAN_10017786 | N-alpha-acetyltransferase 50                                                      |
| Lcro_GLEAN_10011312 | Netrin receptor UNC5B                                                             |
| Lcro_GLEAN_10021316 | Neuronal membrane glycoprotein M6-b                                               |
| Lcro_GLEAN_10018924 | Nuclear pore complex protein Nup93                                                |
| Lcro_GLEAN_10015268 | Ornithine decarboxylase antizyme 1                                                |
| Lcro_GLEAN_10020960 | PAB-dependent poly(A)-specific ribonuclease subunit 2                             |
| Lcro_GLEAN_10026833 | Paired box protein Pax-3                                                          |
| Lcro_GLEAN_10010560 | PHD finger protein 10                                                             |
| Lcro_GLEAN_10017832 | Phosphatidylinositol 3,4,5-trisphosphate-dependent Rac exchanger 2 protein        |
| Lcro_GLEAN_10004465 | Pre-mRNA-splicing factor CWC22 homolog                                            |
| Lcro_GLEAN_10025250 | Protein FAM49A                                                                    |
| Lcro_GLEAN_10012664 | Protein Wnt-2                                                                     |
| Lcro_GLEAN_10018964 | Protein Wnt-3a                                                                    |
| Lcro_GLEAN_10002360 | Ras-related protein Rab-4B                                                        |
| Lcro_GLEAN_10015992 | RNA polymerase II subunit A C-terminal domain phosphatase SSU72                   |
| Lcro_GLEAN_10002022 | rRNA 2'-O-methyltransferase fibrillarin                                           |
| Lcro_GLEAN_10021731 | Septin-2                                                                          |
| Lcro_GLEAN_10024609 | Serine/threonine-protein kinase A-Raf                                             |
| Lcro_GLEAN_10026438 | Serine/threonine-protein kinase B-raf                                             |
| Lcro_GLEAN_10002810 | Serine/threonine-protein phosphatase 2A 56 kDa regulatory subunit epsilon isoform |
| Lcro_GLEAN_10019423 | Small G protein signaling modulator 3                                             |
| Lcro_GLEAN_10015044 | SNW domain-containing protein 1                                                   |
| Lcro_GLEAN_10009105 | Sodium/potassium/calcium exchanger 4                                              |
| Lcro_GLEAN_10025238 | Sodium/potassium-transporting ATPase subunit beta-1-interacting protein 4         |
| Lcro_GLEAN_10001011 | Sphingosine 1-phosphate receptor 1                                                |
| Lcro_GLEAN_10013245 | Spindlin-1                                                                        |
| Lcro_GLEAN_10014414 | Stathmin-4                                                                        |
| Lcro_GLEAN_10019921 | Sterol-4-alpha-carboxylate 3-dehydrogenase, decarboxylating                       |
| Lcro_GLEAN_10020234 | Syntaxin-binding protein 1                                                        |
| Lcro_GLEAN_10016560 | Syntaxin-binding protein 5-like                                                   |
| Lcro_GLEAN_10009242 | T-complex protein 1 subunit delta                                                 |
| Lcro_GLEAN_10018109 | Tetraspanin-18                                                                    |
| Lcro_GLEAN_10010087 | Tetratricopeptide repeat protein 13                                               |
| Lcro_GLEAN_10015907 | Thrombospondin-2                                                                  |
| Lcro_GLEAN_10024405 | Transcription elongation factor 1 homolog                                         |
| Lcro_GLEAN_10016129 | Ubiquitin-conjugating enzyme E2 W                                                 |
| Lcro_GLEAN_10017384 | Ubiquitin-like modifier-activating enzyme 1                                       |
| Lcro_GLEAN_10021238 | Ubiquitin-protein ligase E3C                                                      |
| Lcro_GLEAN_10015446 | Unconventional myosin-VI                                                          |

|                     |                                                |
|---------------------|------------------------------------------------|
| Lcro_GLEAN_10009254 | UTP--glucose-1-phosphate uridylyltransferase   |
| Lcro_GLEAN_10025133 | Vam6/Vps39-like protein                        |
| Lcro_GLEAN_10006179 | Vesicular glutamate transporter 1              |
| Lcro_GLEAN_10025438 | WD repeat and FYVE domain-containing protein 3 |
| Lcro_GLEAN_10021755 | WD repeat-containing protein mio               |
| Lcro_GLEAN_10020092 | Zinc finger protein 319                        |
| Lcro_GLEAN_10005441 | Zinc finger protein 536                        |
| Lcro_GLEAN_10001014 | Zinc transporter 7                             |

---

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S17 Table

**Table S17: Copy number of vision-related genes in seven sequenced teleost species**

| <b>Gene name</b> | <b><i>Larimichthys crocea</i></b> | <b><i>Danio rerio</i></b> | <b><i>Gadus morhua</i></b> | <b><i>Gasterosteus aculeatus</i></b> | <b><i>Oryzias latipes</i></b> | <b><i>Takifugu rubripes</i></b> | <b><i>Tetraodon nigroviridis</i></b> |
|------------------|-----------------------------------|---------------------------|----------------------------|--------------------------------------|-------------------------------|---------------------------------|--------------------------------------|
| <i>crygm2b</i> * | 12                                | 3                         | 6                          | 7                                    | 8                             | 4                               | 4                                    |
| <i>cryba1</i> *  | 5                                 | 4                         | 4                          | 4                                    | 3                             | 3                               | 2                                    |
| <i>crybb3</i> *  | 3                                 | 1                         | 2                          | 2                                    | 2                             | 2                               | 2                                    |
| <i>rdh12</i>     | 20                                | 18                        | 11                         | 14                                   | 12                            | 11                              | 11                                   |
| <i>arl6</i>      | 27                                | 17                        | 15                         | 21                                   | 19                            | 22                              | 17                                   |
| <i>slc17a6b</i>  | 9                                 | 7                         | 5                          | 5                                    | 7                             | 7                               | 4                                    |
| <i>unc119b</i>   | 7                                 | 4                         | 3                          | 3                                    | 4                             | 3                               | 3                                    |

Genes are abbreviated as *crygm2b*: crystallin gamma M2b; *cryba1*: crystallin beta A1; *crybb3*: crystallin beta B3; *rdh12*: Retinol dehydrogenase 12; *arl6*: ADP-ribosylation factor-like 6; *slc17a6b*: solute carrier family 17, member 6b; *unc119b*: unc-119 homolog B.

\*Several crystallin genes (*crygm2b*, *cryba1*, and *crybb3*), which encode proteins that maintain the transparency and refractive index of the lens, were markedly expanded in the genome of *L. crocea* relative to those of other examined teleosts. The specific expansion of these crystallin genes may be helpful for improving photosensitivity by increasing lens transparency, thereby enabling the fish to easily find food and avoid predation underwater.

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S18 Table

**Table S18: Olfactory receptor-like gene repertoire in seven sequenced teleost species**

| Species<br>name               | Air   |       | Water |         |      | Air/Water |      | Total |
|-------------------------------|-------|-------|-------|---------|------|-----------|------|-------|
|                               | alpha | gamma | delta | epsilon | zeta | eta       | beta |       |
| <i>Larimichthys crocea</i>    | 0     | 0     | 66    | 4       | 10   | 30        | 2    | 112   |
| <i>Gadus morhua</i>           | 0     | 1     | 65    | 3       | 17   | 10        | 1    | 97    |
| <i>Danio rerio</i>            | 0     | 1     | 69    | 13      | 36   | 26        | 7    | 152   |
| <i>Gasterosteus aculeatus</i> | 0     | 3     | 80    | 4       | 18   | 3         | 1    | 109   |
| <i>Oryzias latip</i>          | 0     | 0     | 39    | 4       | 10   | 14        | 3    | 70    |
| <i>Takifugu rubripes</i>      | 0     | 0     | 41    | 2       | 4    | 6         | 1    | 54    |
| <i>Tetraodon nigroviridis</i> | 0     | 0     | 33    | 2       | 2    | 6         | 1    | 44    |

A potential functional gene is a sequence that does not contain nonsense or frame shift mutation, which was re-checked by BLAST searches against the Swissprot database. Only those proteins that gave an ‘Olfactory receptor’ hit and with greater than 270 amino acids in length were retained and defined as functional olfactory receptor-like genes.

*L. crocea* possessed the highest number of genes that were classified into the “eta” group (30,  $P < 0.001$ ), and these genes may contribute to the olfactory detection abilities, which could be useful for feeding and migration.

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S20 Table

**Table S20: Comparson of the genes encoding for selenoproteins between *L. crocea* and other sequenced vertebrate species**

Genes are abbreviated as *DI*: Iodothyronine deiodinase; *GPx*: Glutathione peroxidase; *Fep15*: fish 15 kDa selenoprotein-like protein; *Sel*: selenoprotein; *Msr*: Methionine sulfoxide reductase; *SPS*: Selenophosphatesynthetase; *TR*: Thioredoxin reductase.

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S21 Table

**Table S21: Characterization of the *L. crocea* immune system**

|                                       | <b>Categories</b>                     | <b>Gene number</b> |
|---------------------------------------|---------------------------------------|--------------------|
| <b>Innate immunity</b>                | Pattern recognition receptors         | 179                |
|                                       | Antimicrobial peptides                | 17                 |
|                                       | Complement system                     | 119                |
|                                       | Lectins                               | 265                |
|                                       | Interferon system                     | 70                 |
|                                       | Interleukin -1 family                 | 29                 |
|                                       | Tumor necrosis factor family          | 13                 |
|                                       | Scavenger receptor family             | 17                 |
|                                       | Immune negative regulators            | 18                 |
|                                       | Immune signalling factors             | 30                 |
|                                       | Chemokines                            | 62                 |
| <b>Total</b>                          |                                       | 819                |
| <b>Adaptive immunity</b>              | Antigen-presentation system           | 176                |
|                                       | T-cell lineage markers                | 168                |
|                                       | B-cell lineage markers                | 65                 |
|                                       | Plasma cell markers                   | 9                  |
|                                       | Memory T/B cell markers               | 62                 |
|                                       | T/B cell development related genes    | 56                 |
|                                       | Gene rearrangement-related factors    | 168                |
|                                       | Immunoglobulins and Ig family members | 1005               |
| <b>Total</b>                          |                                       | 1709               |
| <b>Total of immune-relevant genes</b> |                                       | 2528               |

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S22 Table

**Table S22: Number of genes related to immunity in *L. crocea* and other six fish genomes**

| Gene            | <i>Larimichthys<br/>crocea</i> | <i>Danio<br/>rerio</i> | <i>Gadus<br/>morhua</i> | <i>Gasterosteus<br/>aculeatus</i> | <i>Oryzias<br/>latip</i> | <i>Takifugu<br/>rubripes</i> | <i>Tetraodon<br/>nigroviridis</i> |
|-----------------|--------------------------------|------------------------|-------------------------|-----------------------------------|--------------------------|------------------------------|-----------------------------------|
| <i>NLRC3</i>    | 43                             | 58                     | 1                       | 3                                 | 2                        | 6                            | 2                                 |
| <i>TRIM25</i>   | 54                             | 80                     | 15                      | 16                                | 42                       | 14                           | 12                                |
| <i>IgHV-CAM</i> | 38                             | 2                      | 1                       | 12                                | 12                       | 37                           | 19                                |
| <i>Mep1b</i>    | 24                             | 10                     | 9                       | 13                                | 11                       | 14                           | 11                                |
| <i>CLEC17A</i>  | 21                             | 37                     | 9                       | 10                                | 9                        | 8                            | 10                                |
| <i>C1ql4</i>    | 19                             | 14                     | 12                      | 8                                 | 9                        | 6                            | 9                                 |
| <i>Gimap8</i>   | 18                             | 33                     | 1                       | 3                                 | 7                        | 2                            | 0                                 |
| <i>IFI44</i>    | 13                             | 17                     | 8                       | 8                                 | 3                        | 10                           | 6                                 |
| <i>EEF1A1</i>   | 10                             | 3                      | 3                       | 4                                 | 3                        | 3                            | 4                                 |
| <i>LRRC70</i>   | 8                              | 4                      | 4                       | 4                                 | 3                        | 3                            | 4                                 |
| <i>Mrc1</i>     | 7                              | 2                      | 3                       | 4                                 | 4                        | 4                            | 2                                 |
| <i>Tnfrsf14</i> | 5                              | 10                     | 8                       | 1                                 | 1                        | 0                            | 0                                 |
| <i>VTCN1</i>    | 4                              | 1                      | 0                       | 1                                 | 5                        | 0                            | 1                                 |
| <i>Bax</i>      | 4                              | 5                      | 2                       | 2                                 | 1                        | 2                            | 1                                 |
| <i>cGAS</i>     | 3                              | 1                      | 0                       | 0                                 | 0                        | 0                            | 0                                 |
| <i>DDX41</i>    | 3                              | 1                      | 1                       | 1                                 | 1                        | 1                            | 1                                 |
| <i>IGSF9B</i>   | 2                              | 1                      | 0                       | 1                                 | 0                        | 0                            | 2                                 |

Note: Genes are abbreviated as *NLRC3*: NOD-like receptor family CARD domain containing 3; *TRIM25*: tripartite motif-containing protein 25; *IgHV-CAM*: Ig heavy chain V-III region CAM; *Mep1b*: Meprin A subunit beta; *CLEC17A*: C-type lectin domain family 17, member A; *C1ql4*: Complement C1q-like protein 4; *Gimap8*: GTPase IMAP family member 8; *IFI44*: Interferon-induced protein 44; *EF1A1*: Elongation factor 1-alpha 1; *LRRC70*: Leucine-rich repeat-containing protein 70; *Mrc1*: Macrophage mannose receptor 1; *Tnfrsf14*: Tumor necrosis factor receptor superfamily member 14; *VTCN1*: V-set domain-containing T-cell activation inhibitor 1; *Bax*: Apoptosis regulator BAX; *cGAS*: Cyclic GMP-AMP synthase; *DDX41*: Probable ATP-dependent RNA helicase DDX41; *IGSF9B*: Protein turtle homolog B.

# Supplementary material for: Genome Sequencing of the Perciform Fish Larimichthys crocea Provides Insights into Molecular and Genetic Mechanisms of Stress Adaptation
**Source:** PLoS Genet. 2015 Apr 2;11(4):e1005118. doi: 10.1371/journal.pgen.1005118
**Supplement:** S23 Table

**Table S23: Genes involved in mucin biosynthesis and mucus production**

How the deposited data were processed for this re-analysis (not part of the article)

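Brain RNA of *L. crocea* before (0 h) and at 6 time points of hypoxia exposure, from 1 h to 48 h, was sequenced as 1 library per time point, and the 0 h library served as the control for the 6 later ones. The authors removed adaptor-containing and low-quality reads, aligned the paired clean reads of 90 bp to the CDS of the predicted genes with SOAPaligner/SOAP2, and deposited for each gene the count of uniquely aligned reads, without normalization. The authors also deposited RPKM values, which divide each count by the CDS length and by the total of uniquely aligned reads of the library. The deposited coverage is the percent of each CDS covered by reads. In all 7 libraries the counts summed to the stated total, and the RPKM followed from the count, the CDS length and that total. The totals ran from 10225787 (6 h) to 18165958 (48 h), so that a single read on a CDS of 1000 bp was worth an RPKM of 0.0978 to 0.0550.

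For each later library, genes with a read in it or in the 0 h library were compared with the Audic and Claverie test on the deposited counts, 2-sided, with Benjamini-Hochberg adjustment. Genes with an FDR of at most 0.001 and an RPKM ratio of at least 2 were called, and a gene at 0 took an RPKM of 0.01 in the ratio, since the paper's text does not state how such genes were treated. Because each time point has 1 library, the calls compare libraries and not conditions, and intervals cover counting error only. The calls were tested on simulated data, with counts drawn from the real proportions at 0 h and the library sizes at 0 and 6 h. In these, 200 genes with at least 100 reads at 0 h were changed by known folds. Of the 100 genes changed 4-fold, 100.0% were recovered, 0 of the 100 genes changed 1.5-fold and 0 unchanged genes were called. The simulated data had counting error only, so this does not describe the spread between fish. Recovery of genes with fewer reads was not tested.

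The alternatives set before the data were examined were rescaling by the median of ratios or by the 75th percentile, an RPKM of at least 5 in a library of the pair, a fold change of at least 4, a pseudocount of 1 or 0.01, an FDR of at most 0.01, thinning to 10225787 reads, edgeR's exact test with an assumed coefficient of variation of 0.2 or 0.4, and the median of the other 6 libraries as reference. For that reference the median RPKM of a gene was turned into reads at the depth of the 0 h library. The named genes were fixed by rule beforehand. They were, among genes called in the same direction at all 6 time points with an RPKM of at least 1 in every library, the 2 with the highest and the 2 with the lowest median log2 fold change. Genes named in the paper were to be added where an identifier was paired with a name. Of the 23902 identifiers, 0 were so paired in the RefSeq gene table or the supplementary tables, the sources searched. Comparisons of named genes and of gene lists were therefore not analysed here.

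The clean reads and alignment percents of S29 Table were read from the supplement. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used, with edgeR 4.0.16 in R 4.3.3.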

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

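The tests of the 1 h library without sets of genes were chosen only after the values were seen. The 12 measures of library quality compared over the 7 libraries included 6 in which a single library lay far from the others, judged by its gap to the nearest library against the whole range. By chance about 1 measure in 20 would do so, and several of these measures are not independent of each other. The libraries belong to different time points, so a distant library can differ by time of hypoxia exposure as well as by preparation, and with 1 library per time point these cannot be told apart.

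The 6 h library was distant in 3 related measures. Of its clean reads, 23.98% aligned to the CDS in the paper's S29 Table (gap over range 0.634), its uniquely aligned reads numbered 10225787 (0.611), and these were 22.5% of the clean reads (0.664). Its alignment to the genome, 74.45%, was not distant. Reads from genomic DNA would have raised the detection of genes that are nearly silent elsewhere. Among genes below an RPKM of 0.1 in the other 6 libraries at equal depth, 36.1% had a read at 6 h and 43.7% at 0 h, the highest value, a ratio of 0.827, so this sign of genomic DNA was not seen. Coverage of CDS at a matched read density was not lower at 6 h than in the other libraries (the lowest other library minus 6 h gave -1.59 percentage points), which gives no sign of reads piled on parts of the CDS. The genes compared differed between libraries, and the measure holds no position along the CDS. A bias toward an end of the CDS is therefore not excluded. Reads from introns or untranslated regions were not analysed here.

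The 1 h library was distant in 3 measures. Its most abundant gene took 3.30% of the reads (gap over range 0.793), its top 10 genes took 9.27% (0.598), and 73.27% of its clean reads aligned to the genome in S29 Table (0.619). A large share taken by a few genes lowers the RPKM of all others, and the median log2 fold change at 1 h was -0.23 over the 15256 genes with an RPKM of at least 1 in every library. Without the 100 genes of highest read share it was -0.12 (-0.117). Without the 114 genes at least 32-fold higher at 1 h, which took 13.5% of the reads at 1 h, it was -0.02 (-0.0219), against -0.04 to -0.06 at 3, 12, 24 and 48 h and -0.18 at 6 h with all genes. The share of reads taken by these genes may thus account for the shift. They were picked for their rise at 1 h, however. Leaving out 13.5% of the 1 h reads must raise the median of the other genes, so this was not an independent test. No test was made of the lower alignment to the genome.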

How the results depend on the processing

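The 6 h comparison had the most DEGs under the main setting and under 10 of the 11 alternatives. The exception was edgeR's exact test with an assumed coefficient of variation of 0.4, under which the time point with the most DEGs was 1 h. Rescaling by the median of ratios or the 75th percentile, the pseudocount of 0.01, the FDR of at most 0.01 and thinning to the shallowest library kept all counts within 1.5 times the main ones. An assumed spread between libraries lowered the counts most. The cause of the changes below was not tested.

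With an assumed coefficient of variation of 0.4, 171, 69, 29, 21, 66 and 25 genes were called at the 6 time points in order of time, against 2370, 2132, 4489, 2344, 1604 and 1950 in the main setting. At 1 or more time points 248 genes were called against 8313, of which 88 were only lower, 158 only higher and 2 both, against 5567, 1859 and 887, so that the higher genes outnumbered the lower ones. The 114 genes at least 32-fold higher at 1 h may make up much of the 158, which was not counted. With a coefficient of variation of 0.2, the counts were 654, 451, 1010, 360, 282 and 255, with 1983 genes at 1 or more time points, 1339 only lower, 573 only higher and 71 both.

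With a fold change of at least 4, 971, 775, 1285, 706, 497 and 572 genes were called, 3026 at 1 or more time points, 2094 only lower, 797 only higher and 135 both. With an RPKM of at least 5 in a library of the pair, the counts were 1417 at 1 h, 1155 at 3 h, 1390 at 12 h, 947 at 24 h and 1116 at 48 h, with 5519 at 1 or more time points, 3609 only lower and 462 both, while the 6 h count was 3203. With a pseudocount of 1, the counts were 1388 at 3 h, 1527 at 12 h, 1022 at 24 h and 1216 at 48 h, with 531 genes both lower and higher. Against the median of the other 6 libraries, the counts were 1550 at 1 h, 1169 at 3 h, 914 at 12 h, 893 at 24 h and 1027 at 48 h, while the 6 h count was 4916.

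The 4 named genes were chosen for the same direction at all 6 time points, so the alternatives could not test their sign. Of the 2 rescalings and the 2 pseudocounts, the pseudocount of 1 moved their median log2 fold changes most, from 1.60 to 1.26 for EH28_07636, from 1.56 to 1.18 for EH28_20313, from -6.90 to -6.31 for EH28_18067 and from -4.92 to -4.46 for EH28_09803. Against the median of the other 6 libraries they were 0.23 for EH28_07636, 0.12 for EH28_20313, -0.43 for EH28_18067 and -0.29 for EH28_09803, a fall that the choice of these genes fixes in advance, since that median rests mostly on libraries with the same change.

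No filter on low values was the main setting itself and gave no separate value, and the test on recovered reads did not apply because counts are deposited. Gene-list comparisons were not run, since 0 identifiers were paired with names in the RefSeq gene table or the supplementary tables, the sources searched. No paired analysis was possible because each time point has 1 library. Leaving out replicates was not possible for the same reason. With all libraries thinned to 10225787 reads, the depth at 6 h, 7505 genes were called at 1 or more time points against 8313.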

Differences from the paper's values

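No value compared with the paper's differed by more than 1.5 times in the main setting. The main counts were 8313 genes at 1 or more time points against the paper's 8402, 4489 at 6 h against the paper's 4535, 5567 only down-regulated against the paper's 5564, 1859 only up-regulated against the paper's 1948, and 887 both against the paper's 890. No setting gave all 5 of the paper's numbers exactly. The paper's 3 classes add up to its 8402 genes at 1 or more time points, so both sets of classes include genes called at a single time point.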

Other observations

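The tests of the 114 genes and of the rescaled courses below were chosen only after the values were seen. With 1 library per time point, each pattern can rest on the library as well as on the time of hypoxia exposure.

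The 6 h library differed from every other library, and not only from 0 h. In the 21 comparisons of 2 libraries, between 4489 and 6398 genes were called where 6 h was a member, and between 1198 and 2867 in the others. The fewest calls with 6 h, 4489, were against 0 h. Its log2 fold changes did not follow those at the other time points. Across genes with an RPKM of at least 1 in every library, Spearman's rho with these ran from -0.318 (48 h) to 0.0145 (3 h). Between the other time points it ran from 0.365 (1 and 48 h) to 0.703 (24 and 48 h). All these fold changes share the 0 h library, which by itself raises such correlations. Several technical explanations of the high count at 6 h were tested through the ratio of that count to the next highest, which would fall to 1 or below if the explanation accounted for the rank. The ratio was 2.12 with all libraries thinned to equal depth, 1.76 with scaling by the median of ratios, 1.75 without the 100 genes of highest read share, 1.67 with libraries rescaled within 10 groups of CDS length, and 3.17 with each of the 7 libraries set against the median of the other 6. None of these accounted for the rank. Coverage at a matched read density was not lower at 6 h (the lowest other library minus 6 h gave -1.59 percentage points). A difference in library preparation or RNA quality at 6 h was not measured and remains possible beside the time of exposure.

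The log2 fold change was related to CDS length in the opposite direction at 6 h. Across the 15256 genes with an RPKM of at least 1 in every library, Spearman's rho between the log2 fold change and CDS length was -0.29 at 6 h and between 0.15 and 0.34 at the other 5 time points. The mean CDS length over all reads was 2386 bp at 6 h, 2637 bp at 0 h and from 2831 to 3223 bp in the others, so that 0 h lay next to 6 h, and 6 h did not lie far from the others by its gap over the range (0.300). Genes are not independent replicates, and no p-value is given. With the genes in 10 groups of equal size by length, those of the shortest CDS (132 to 537 bp) had a median log2 fold change of 0.25 at 6 h and those of the longest (3837 to 27483 bp) of -0.60, whereas at 48 h the medians were -0.30 and 0.32. The cause of this trend was not tested. Rescaling within 10 groups of length lowered the 6 h count to 3733 genes and the ratio to the next highest to 1.67. Scaling by the median of ratios, which takes no account of length, already gave 4120 genes and 1.76. Only the further fall may thus be due to length.

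The excess of genes lower than at 0 h may rest in part on the 0 h library itself. Set against the median of the other 6 libraries, 0 h had 722 higher and 215 lower genes, a ratio of 3.36, which is what a high 0 h library would give. This comparison largely restates the excess, since genes lower than at 0 h in most later libraries are higher at 0 h than their median. An excess of higher genes was also seen at 24 h (618 against 275), so it is not peculiar to 0 h. A lasting response that begins by 1 h would give the same, so these cannot be told apart. Scaling and depth did not remove the excess, since the ratio of genes only lower to genes only higher was 1.70 with the median of ratios and 2.97 at equal depth, although scaling lowered it.

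The paper describes down-up-down-up and up-down-up-down courses for genes that are not paired with identifiers here. Over the 15256 genes with an RPKM of at least 1 in every library, 27.2% followed a down-up-down-up course and 10.5% an up-down-up-down course, where a random order of 7 values gives 18.4% for each. The commonest set of turning points, at 1, 3 and 6 h, held 1058 genes, 5.46 times the share that a random order gives. Over all 15256 genes the median log2 fold changes were -0.23, -0.0442, -0.178, -0.0535, -0.0556 and -0.0644 in order of time. These medians turn at 1, 3 and 6 h as well, with a further, small turn at 12 h. With libraries rescaled by the median of ratios, an alternative chosen after seeing the data, 20.9% of the genes followed a down-up-down-up course and 17.6% an up-down-up-down course. The turning points at 1, 3 and 6 h then held 593 genes, 3.06 times the share of a random order. They were no longer the commonest set, which was 1, 6 and 12 h with 608 genes, 2.03 times its share in a random order. Shifts of whole libraries may thus account for much of the excess, and what remained after rescaling was not explained by scaling. The paper also reports real-time PCR relative to β-actin, in which selected genes of these courses changed much as in RNA-seq. In untreated fish, it reports no significant change of several selected genes. Library scaling does not act on such PCR values, so the excess over all genes does not decide whether the paper's courses are real.

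The number of DEGs depends on a spread between fish that was not measured. Between simulated libraries without any change but with a coefficient of variation of 0.4 between them, the same test called a median of 3943 genes over 5 draws, 87.8% of the count at 6 h. With a coefficient of variation of 0.2 it called 375.0, and with counting error only 0.0. In the 15 comparisons of 2 libraries without 6 h, between 1198 and 2867 genes were called, so a spread of 0.4 for all genes is larger than these libraries show. The calls could still include genes that differ between fish rather than with hypoxia exposure, and how many was not measured.

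At 1 h, 114 genes with more than 200 reads over both libraries were at least 32-fold higher than at 0 h. Together they took 13.5% of the reads at 1 h, 2.55% at 24 h and at most 0.132% in the other 5 libraries, and 113 of them also rose at 24 h. At 6 h 50.0% and at 48 h 39.5% of them were at least 2-fold higher than at 0 h, with median log2 fold changes of 1.01 and 0.03 against 7.20 at 1 h and 4.73 at 24 h. At 3 h 15.8% and at 12 h 17.5% of them were at least 2-fold higher, but the medians were -0.77 and -0.93, below 0 h. Reads from another tissue mixed into the library would raise all its marker genes at 24 h by a near constant fraction of the rise at 1 h, with an interquartile range of the log2 of this fraction below 1. The interquartile range was 1.20, so a constant admixture was not seen by this criterion, though an admixture that differs in composition between libraries was not tested. Counting error adds to this range. Without gene names, the kind of genes is not analysed here, and no biological explanation was tested.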
